# Mmp12 Is Translationally Regulated in Macrophages during the Course of Inflammation

**DOI:** 10.3390/ijms242316981

**Published:** 2023-11-30

**Authors:** Silvia Kuntschar, Giulia Cardamone, Kevin Klann, Rebekka Bauer, Sofie Patrizia Meyer, Rebecca Raue, Peter Rappl, Christian Münch, Bernhard Brüne, Tobias Schmid

**Keywords:** macrophage, inflammation, efferocytosis, Mmp12, translation, resolution

## Abstract

Despite the importance of rapid adaptive responses in the course of inflammation and the notion that post-transcriptional regulation plays an important role herein, relevant translational alterations, especially during the resolution phase, remain largely elusive. In the present study, we analyzed translational changes in inflammatory bone marrow-derived macrophages upon resolution-promoting efferocytosis. Total RNA-sequencing confirmed that apoptotic cell phagocytosis induced a pro-resolution signature in LPS/IFNγ-stimulated macrophages (Mϕ). While inflammation-dependent transcriptional changes were relatively small between efferocytic and non-efferocytic Mϕ; considerable differences were observed at the level of de novo synthesized proteins. Interestingly, translationally regulated targets in response to inflammatory stimuli were mostly downregulated, with only minimal impact of efferocytosis. Amongst these targets, pro-resolving matrix metallopeptidase 12 (Mmp12) was identified as a translationally repressed candidate during early inflammation that recovered during the resolution phase. Functionally, reduced MMP12 production enhanced matrix-dependent migration of Mϕ. Conclusively, translational control of MMP12 emerged as an efficient strategy to alter the migratory properties of Mϕ throughout the inflammatory response, enabling Mϕ migration within the early inflammatory phase while restricting migration during the resolution phase.

## 1. Introduction

While inflammation is an important response to infection or injury [1], its efficient resolution is critical to prevent excessive damage due to chronic inflammatory conditions and to restore functional homeostasis [2,3]. Acute inflammatory reactions are characterized by the production of inflammatory mediators by resident cells and subsequent infiltration of polymorphonuclear cells (PMNs), primarily neutrophils, to the site of inflammation [4]. Within the highly reactive inflammatory microenvironment, PMNs undergo apoptosis and are cleared via efferocytosis by tissue-resident and recruited monocyte-derived macrophages (Mϕ) [5,6,7]. Their function is to phagocytose and eliminate pathogens and tissue debris. Efferocytosis further contributes to the reprogramming of macrophages from a pro-inflammatory to a pro-resolution state and, thus, represents an important trigger for initiating the inflammatory resolution phase [8,9,10,11,12,13].

While many of the acute, pro-inflammatory responses are regulated at the transcription level, post-transcriptional modes of regulation contribute to fine-tuning, gaining importance, especially during later stages of the inflammatory response [14,15,16]. Noteworthy, translational regulation has emerged as a key node modulating gene expression in immune cells [17]. Moreover, translation-associated gene expression signatures are massively enriched in interleukin 4 (IL-4)-treated, anti-inflammatory Mϕ [18], while the down-regulated genes are enriched in translation when resolution is attenuated in Mϕ [19]. Furthermore, changes in gene expression in tumor-associated macrophages (TAMs) during the shift from a pro- to an anti-inflammatory phenotype are predominantly modulated via selective changes in translation rather than transcription [20].

In the present study, we identified the resolution-phase associated matrix metallopeptidase 12 (Mmp12) as a novel translationally regulated target in Mϕ during inflammation and characterized the associated Mϕ migration-regulatory properties.

## 2. Results

While efferocytosis is critical to achieving efficient inflammation resolution, and adaptive changes during inflammation, especially during later phases, are commonly regulated at a post-transcriptional level, translational changes in Mϕ induced by efferocytosis remain largely elusive. We recently reported that translation is differentially affected when resolution is altered in a murine peritonitis model [19]. Therefore, we set out to determine the impact of efferocytosis on translational changes throughout the course of inflammation.

### 2.1. Efferocytosis Alters Inflammatory Responses in Macrophages

To gain insights into translational changes in Mϕ induced by efferocytosis, we initially established an in vitro murine efferocytosis model. To this end, a genetically modified murine NIH-3T3 caspase-8 activatable (CA) fibroblast cell line was used, which stably expresses a dimerizable human caspase-8 domain and, thus, was shown to undergo selective caspase-8-dependent apoptosis upon treatment with a B/B Homodimerizer (dimerizer) [21]. As expected, dimerizer (10 nM) treatment efficiently induced apoptotic and secondary necrotic cell death in CA cells. Within 6 h of adding the dimerizer, 12.1 ± 2.7% of the cells were apoptotic (Annexin V^+^ PI^−^), and 11.5 ± 0.9% were necrotic (Annexin V^+^ PI^+^) (Figure 1A, *right panel*), while after 24 h most fibroblasts appeared necrotic (64.2 ± 6.8%). In contrast, bone-marrow-derived Mϕ (BMDMs) remained unaffected by dimerizer treatment (Figure 1A, *left panel*). Since phagocytosis of apoptotic cells induces alternative Mϕ phenotypes [8], 6 h dimerizer pre-treatment was used to induce apoptosis in NIH-3T3 CA cells for subsequent co-culture with BMDMs to characterize efferocytosis-dependent changes in Mϕ translation. To determine the efferocytosis capacity of BMDMs, we labeled NIH-3T3 CA cells with pHrodo. This dye emits a green fluorescent signal only within a low pH environment, such as the lysosomal compartment of phagocytes. When co-culturing MitoTracker red-labeled Mϕ with pHrodo-labeled apoptotic cells, double-positive Mϕ were considered to actively efferocytose and lysosomally degrade apoptotic cells. Live cell imaging analyses revealed that Mϕ rapidly take up apoptotic cells, reaching maximal levels after 2 h (Figure 1B). Increasing the proportion of apoptotic cells within the co-culture from 2- to 5-fold relative to Mϕ further led to a higher uptake of apoptotic cells, which suggests that Mϕ can rapidly take up substantial amounts of apoptotic cells. Additionally, while pHrodo-labeled apoptotic CA cells alone did not emit a green signal, co-culture samples displayed a strong green signal, demonstrating the necessity of the uptake by Mϕ (Figure S1).

While efferocytosis appeared to be extremely fast, flow cytometric analyses revealed that 81.8 ± 3.7% of all Mϕ contained apoptotic cell material after overnight co-culture (Figure 1C).

Having established the rapid efferocytosis process, which should limit the occurrence of secondary necrosis of the apoptotic cells, we next asked how efferocytosis affects Mϕ activation in our model. Therefore, we co-cultured BMDMs with 6 h dimerizer-treated NIH-3T3 CA cells at a 1:5 ratio for 16 h before stimulating washed Mϕ for an additional 6 or 24 h with LPS (100 ng/mL)/IFNγ (100 U/mL). In line with previous reports, efferocytosis markedly reduced LPS/IFNγ-induced expression of pro-inflammatory interleukin-1β (IL-1β) and IL-6 at 6 and 24 h. In contrast, efferocytosis enhanced IL-10 expression at 6 h of LPS treatment, leaving it unaltered at 24 h (Figure 1D,E). However, efferocytosis alone did not alter basal cytokine expression.

These findings suggest that efferocytosis of apoptotic cells by BMDMs might alter the kinetics of the inflammatory response to LPS/IFNγ, indicating an altered resolution phenotype.

### 2.2. Influence of Efferocytosis on Inflammatory mRNA Expression and Translation

To gain further insights into the impact of efferocytosis on inflammatory Mϕ responses, we performed total mRNA sequencing (RNA-seq) of untreated or 6 h LPS/IFNγ-treated Mϕ in the presence or absence of apoptotic cells. 

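BMDMs were cultured alone or with apoptotic fibroblasts of the NIH-3T3 CA line, which die when the dimerizer activates their caspase-8, at 5 apoptotic cells per Mϕ. Co-culture lasted 16 h, after 6 h of pretreatment of the fibroblasts with 10 nM dimerizer. The apoptotic cells were then removed, and the washed BMDMs received LPS (100 ng/mL) and IFNγ (100 U/mL) for 6 h where stimulated. The 4 groups are named as in Table S1: Ctrl (naïve), LPS (naïve, stimulated), Eff (efferocytic) and LPSEff (efferocytic, stimulated), with n = 2 samples each, numbered 1 and 2. The methods give 6 days of differentiation to Mϕ and the sample labels give 7. The authors depleted rRNA, sequenced single-end reads, trimmed them with cutadapt, removed rRNA reads with bowtie2, mapped the rest to mm39 with STAR and counted reads per gene with htseq-count in its default mode. They deposited normalized counts for 55359 Ensembl genes, of which 54749 (98.9%) could be named from GENCODE annotation of the same genome build (GRCm39). In each sample, 100% of the values were whole multiples of a single step, so that the reads before normalization could be recovered. These were 3481288 and 12020918 reads in the Ctrl samples, 6548938 and 9344411 in LPS, 7517814 and 9745287 in Eff, and 11267193 and 7472370 in LPSEff. At these depths, 3 reads correspond to between 1.73 and 5.71 normalized counts. The normalized counts summed to between 6.59e+06 and 6.95e+06 in the samples without LPS/IFNγ and to between 8.47e+06 and 9.49e+06 in those with it. All fold changes below are differences of log2(normalized count + 1), a scale that understates changes of genes with low counts. Standard errors and p-values come from limma with a trend, fitted to all 8 samples for the 16309 genes with a mean of at least 10 normalized counts, with Benjamini-Hochberg adjustment over these genes. The same fit was also made with the replicate number as a block.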

Principal component analysis (PCA) indicated that the main contributor to mRNA expression changes was LPS treatment (PC1: 77% variance), while efferocytosis appeared to account for PC2 (15% variance) (Figure S2). 

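Principal components were computed from centred log2(normalized count + 1) of the 45925 genes with a mean above 0. PC1 held 34.0% of the variance, and 96.4% of its variance lay between samples with and without LPS/IFNγ. PC2 held 19.6% of the variance, of which 94.8% lay between replicate 1 and replicate 2 and 0.396% between naïve and efferocytic Mϕ. PC3 held 15.1% of the variance, and 87.1% of this separated efferocytic from naïve Mϕ. The choice of genes moved the share of PC1 most. With the 500 genes of highest variance, PC1 held 71.3% (99.7% of it by LPS/IFNγ) and PC2 held 18.0% (96.3% of it by efferocytosis), and the replicate number followed on PC3 with 6.69%. With the genes that had a mean of at least 10, PC1 held 57.8%, and PC2 (16.7%) was shared between efferocytosis (52.6%) and the replicate number (42.9%).

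**Figure D1:**
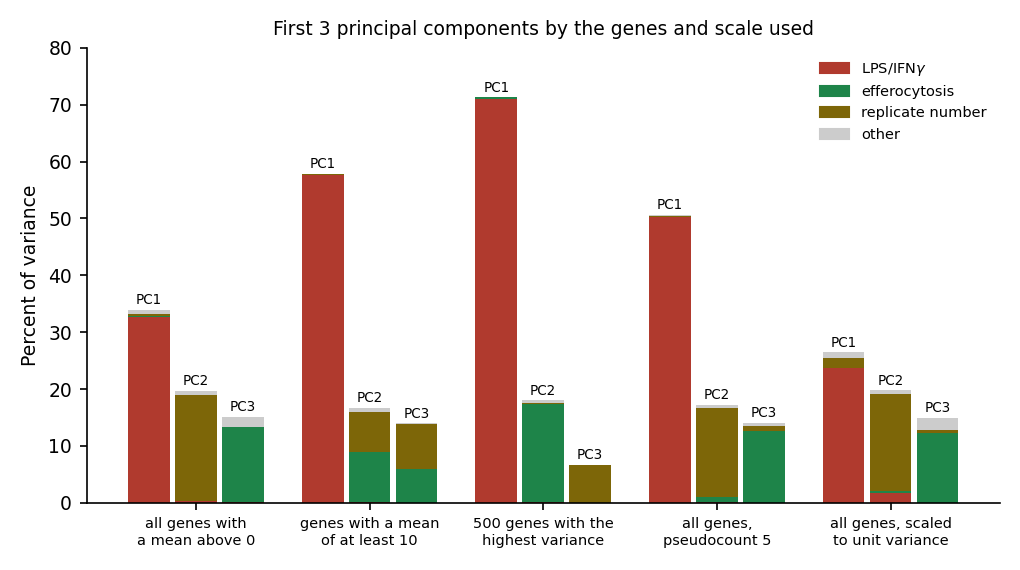
Percent of variance (y axis) held by the first 3 principal components, for 5 choices of genes and scale. Colours split each bar by the share that LPS/IFNγ, efferocytosis or the replicate number accounts for. PC1 follows LPS/IFNγ in each case (26.5% to 71.3%), and PC2 follows efferocytosis to 96.3% with the 500 genes of highest variance.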

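In the 4 contrasts LPS vs Ctrl, LPSEff vs Eff, Eff vs Ctrl and LPSEff vs LPS, 4505 of the 16309 tested genes had an adjusted p under 0.05 in at least 1 contrast (limma, n = 2 per group). Samples with the same replicate number deviated together. Across genes, which are not independent replicates, the difference between replicate 1 and replicate 2 in one group correlated with that in another with r from 0.404 to 0.595 over the 6 pairs of groups, and 3829 genes differed between the replicate numbers. With the replicate number as a block, 8086 genes were called, including all 4505. This was the alternative set before the data were examined that moved the count most. With DESeq2 on the recovered reads, 4767 genes were called, of which 4160 were among the 4505, and edgeR's quasi-likelihood test called 4675.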

In total, 9589 differentially expressed genes (DEGs) (padj < 0.05) were found (Figure 2A; Table S1). 

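The 4505 genes were grouped by k-means into 4 clusters on row z-scores of log2(normalized count + 1). The cluster with the largest mean rise with efferocytosis, cluster I, held 316 genes (7.01%). Its mean z-scores were −1.14 and −0.947 in the Ctrl samples, −0.136 and 0.056 in Eff, −0.054 and −0.175 in LPS, and 1.24 and 1.15 in LPSEff. On average its genes thus rose by 1.16 z-score units with efferocytosis and by 1.08 with LPS/IFNγ. The mean efferocytosis effect was −0.268 in cluster II and −0.175 in cluster III, where the LPS/IFNγ effects were −1.70 and 1.71. Cluster IV, with 921 genes, had a mean LPS/IFNγ effect of −1.64 and a mean efferocytosis effect of 0.489. When the 8086 genes called with the replicate block (r of at least 0.404 between the same-numbered differences) were clustered, cluster I held 1255 genes. Gene by gene, 25 genes were higher and 2 lower in efferocytic Mϕ both without and with LPS/IFNγ (adjusted p under 0.05 from limma in both contrasts), and 205 and 69 with the block.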

While *k*-means clustering yielded a group of 1954 DEGs upregulated by efferocytosis independent of inflammatory stimulation (cluster I), no DEG group was identified as down-regulated by efferocytosis. 

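LPS/IFNγ changed 3910 genes in naïve Mϕ (2015 higher, 1895 lower) and 3213 genes in efferocytic Mϕ (1753 higher, 1460 lower), at an adjusted p under 0.05 from limma. Efferocytic and naïve Mϕ differed in 41 genes without stimulation (35 higher and 6 lower in efferocytic Mϕ) and in 126 genes with it (119 higher, 7 lower). With the replicate number as a block, these counts were 6717, 6033, 436 (277 higher, 159 lower) and 1137 (704 higher, 433 lower). The differences between same-numbered samples correlated across genes with r = 0.465 for Ctrl and LPS, 0.591 for Eff and LPSEff, 0.465 for Ctrl and Eff, and 0.595 for LPS and LPSEff. With the samples rescaled to equal totals, the median gene moved by −0.40 and −0.44 in the LPS/IFNγ contrasts, and only 24.8% and 21.8% of the called genes were higher, against 51.5% and 54.6% with the deposited normalization. Without a test, 4402, 3868, 1045 and 1267 genes differed by at least 2-fold in the 4 contrasts in the same order. The largest rises in naïve Mϕ were those of Nos2, Cxcl9, Calhm6, Il6 and Csf3, and the largest falls those of Cdca7l, Cdca7, Pald1, Cd300lb and Tns1. Nos2 (ENSMUSG00000020826, chromosome 11 from 78811613 to 78851080) went from 38.8 ± 9.82 (SD) normalized counts in Ctrl to 31140 ± 9326 in LPS, a log2 fold change of 9.60 (SE 0.27, adjusted p = 1.55e-06 from limma). Pald1 went from 798 ± 70.7 to 39.2 ± 0.57 (log2 fold change −4.31, SE 0.20, adjusted p = 1.52e-05). In efferocytic Mϕ, Nos2, Cxcl9, Csf3, Art3 and Cxcl10 rose most and Gm10392, Ccdc69, Pald1, Eepd1 and Pitx1 fell most. Art3 overlaps Cxcl10 on chromosome 5, so its value is uncertain, and its Eff samples had at most 3 reads, as had the LPSEff samples of Ccdc69. The largest rises with efferocytosis were those of Col6a3, Efemp1, Aqp1, Col4a1 and Lamb1 without stimulation and of Aqp1, Igfbp6, Efemp1, Angptl4 and Aebp1 with it. Fibroblasts had been added to the efferocytic samples. Their RNA is a candidate explanation of such rises, which these samples cannot separate from expression by the Mϕ. Col4a1 rose from 8.89 ± 3.58 normalized counts in Ctrl to 544 ± 186 in Eff (log2 fold change 5.79, SE 0.43, adjusted p = 0.00603). Efemp1 had at most 3 reads in each Ctrl and LPS sample, as had Aqp1, Igfbp6 and Angptl4 in each LPS sample. Of the 35 genes higher in Eff, 24 had a mean under 10 normalized counts in Ctrl (68.6%, against 6.87% of the tested genes). With the replicate block, 99 of 277 had (35.7%). Of the 119 genes higher in LPSEff, 29 had such a mean in LPS (24.4%, against 4.02% of the tested genes), and 106 of 704 with the block (15.1%). Lad1, Aldh1a2, Scd1, Fads2 and Insig1 fell most in Eff, and Aldh1a2, Zfp101, H2bc15, Frmd4b and H1f1 in LPSEff, of which H2bc15 and H1f1 are histone genes with near-identical copies and thus uncertain. Aldh1a2 went from 330.1 ± 17.9 to 69.97 ± 5.14 normalized counts (log2 fold change −2.22, SE 0.25, adjusted p = 0.0183).

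**Figure D2:**
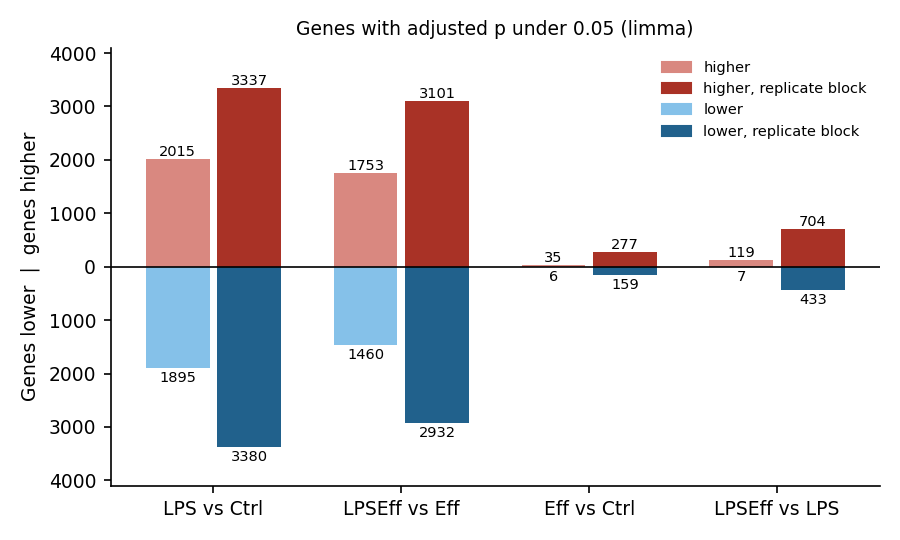
Number of genes (y axis, higher above and lower below 0) with an adjusted p under 0.05 from limma in the 4 contrasts, without (light) and with (dark) the replicate number as a block. Efferocytic and naïve Mϕ differed in 41 and 126 genes without the block, and in 436 and 1137 with it.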

In line with the PCA analysis, most changes appeared to be induced by LPS/IFNγ treatment. Specifically, 3163 DEGs were downregulated (cluster II), and 2867 DEGs were upregulated by inflammatory stimulation (cluster III), with fold changes similar in naïve and efferocytic Mϕ (*annotation columns*). 

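In the k-means grouping of the genes called here, cluster II (lowest with LPS/IFNγ) held 1229 genes and cluster III (highest with LPS/IFNγ) held 2039. The mean log2 fold change of cluster II was −1.34 in naïve and −1.37 in efferocytic Mϕ, and that of cluster III was 1.99 and 1.89. Clustering the genes called with the replicate block gave 2045 and 2923 genes. There cluster II had a mean efferocytosis effect of 0.313 z-score units, against −0.268 without the block, so that it holds another pattern. Cluster IV with the block (1863 genes, −0.317) lay nearer to cluster II without it. Over all genes called in any contrast, the log2 fold changes LPS vs Ctrl and LPSEff vs Eff correlated with Pearson's r = 0.950 and Spearman's rho = 0.929. This is a correlation across genes, which are not independent replicates, and it was 0.918 among replicate 1 samples and 0.944 among replicate 2 samples. It fell to 0.890 over all tested genes. In 69.2% of the genes the log2 fold changes in naïve and efferocytic Mϕ differed by less than 0.5. Of the 4423 genes called in either LPS/IFNγ contrast, 99.4% changed in the same direction in both, and none of the 2700 genes called in both changed in opposite directions. The difference between both LPS/IFNγ effects was also tested directly. It reached an adjusted p under 0.05 for 0 genes in limma, with or without the replicate block (r = 0.591 between the replicate differences of Eff and LPSEff), while 311 and 1052 genes had an unadjusted p under 0.05.

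**Figure D3:**
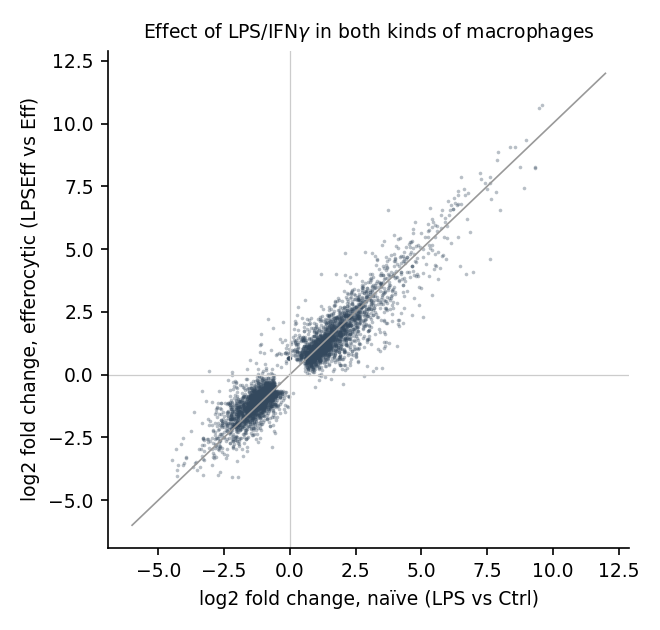
Log2 fold change with LPS/IFNγ in naïve Mϕ (x axis) and in efferocytic Mϕ (y axis). Each point is 1 of the 4505 genes called in any contrast, and the grey line marks equal changes (r = 0.950 across genes).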

Functionally, efferocytosis-induced DEG changes (cluster I) were strongly enriched for gene ontology (GO) terms associated with the efferocytosis process, such as autophagy and vacuole organization (Figure 2B; Table S2). 

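To look at these processes with genes fixed before the data were examined, lists were written from general knowledge for autophagy (50 genes, all tested) and the lysosome (68 genes, all tested) and compared with all other tested genes by limma's camera test (two-sided), with adjustment over 9 lists. In Eff vs Ctrl, the mean log2 fold change of the autophagy list was −0.05 (23 genes higher, 27 lower, adjusted p = 0.542, and 0.477 before adjustment) and that of the lysosome list −0.04 (26 higher, 42 lower, adjusted p = 0.542, and 0.482 before). In LPSEff vs LPS, the autophagy list changed by 0.08 (28 higher, adjusted p = 0.397) and the lysosome list by 0.14 (49 higher, adjusted p = 0.0144, and 0.00639 before). Under a fit with the replicate block, given the correlations of 0.465 and 0.595 between same-numbered samples in these contrasts, the adjusted p was 0.64 and 0.507 without stimulation and 0.416 and 0.00862 with it. No member of either list passed an adjusted p of 0.05 without the block, whether adjusted over all genes or over the list. With it, 2 autophagy and 5 lysosome genes did in LPSEff vs LPS. Limma's fry, which rotates the samples, moved the lysosome list most, to an adjusted p of 0.631 (0.360 before, and 0.137 before adjustment with the block). The genes that Table S2 lists under vacuole organization (54 tested) and autophagy (55 tested) were also followed. They come from the paper's own calls on these samples, so their changes are no independent check. In Eff vs Ctrl, their mean log2 fold changes were 0.05 and 0.06 (camera adjusted p = 0.248 for both over 3 sets from Table S2, and 0.221 with the block). In LPSEff vs LPS they were 0.09 (adjusted p = 0.105, and 0.0918 with the block) and 0.11 (adjusted p = 0.0924, and 0.064 with the block). In camera without the block, only the autophagy set in LPSEff vs LPS lay under 0.05 before adjustment (0.0312). In fry, the vacuole organization set had an adjusted p of 0.0772 in Eff vs Ctrl and 0.0226 in LPSEff vs LPS (0.0257 and 0.00752 before). In fry with the block, the adjusted p was 0.1499 and 0.0509, so that neither contrast passed after adjustment.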

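A list of 57 DNA replication genes fell with LPS/IFNγ in naïve Mϕ, with a mean log2 fold change of −1.10 and 54 genes lower (adjusted p = 7.03e-15 over 9 lists, limma's camera test). In efferocytic Mϕ, the mean was −1.02, again with 54 genes lower (adjusted p = 1.58e-15). A list of 75 ncRNA processing genes fell by a mean of −1.05 in naïve Mϕ (69 lower, adjusted p = 1.32e-16) and −0.82 in efferocytic Mϕ (71 lower, adjusted p = 2.98e-14). In the fit with the replicate block, the adjusted p was 9.66e-15 and 2.08e-15 for DNA replication and 2.03e-15 and 1.2e-13 for ncRNA processing (r = 0.465 and 0.591 between same-numbered differences). Of the DNA replication genes, 37 passed an adjusted p of 0.05 in naïve Mϕ over all genes and 39 over the list alone, and of the ncRNA processing genes 50 and 55. Cdc6 fell from 200.2 ± 5.04 (SD, n = 2) normalized counts to 36.3 ± 7.49 (log2 fold change −2.44, SE 0.29, adjusted p = 0.000804 from limma), and Dkc1 from 260.1 ± 3.84 to 35.3 ± 6.06 (log2 fold change −2.86, SE 0.26, adjusted p = 0.000266). In efferocytic Mϕ, Trmt61a fell from 221 ± 66.9 to 51.4 ± 4.44 normalized counts (log2 fold change −2.05, adjusted p = 0.00171). Rescaling to equal totals moved the lists most, to −1.50 and −1.45 in naïve Mϕ.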

In line with the close relationship between inflammation and metabolism, LPS/IFNγ-downregulated DEGs were enriched in metabolic processes, including ncRNA and DNA metabolic processes (cluster II). Meanwhile, LPS/IFNγ-induced DEGs showed a strong enrichment of immune system-associated terms (cluster III). 

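All 79 genes of a list of interferon response genes rose with LPS/IFNγ in both naïve and efferocytic Mϕ. The mean log2 fold change was 3.98 in naïve Mϕ (adjusted p = 5.46e-52, limma's camera test) and 4.32 in efferocytic Mϕ (adjusted p = 2.2e-58), and 78 and 77 genes passed an adjusted p of 0.05. With the block on the replicate number (r = 0.465 and 0.591), the adjusted p was 1.83e-49 and 7.17e-55, and all 79 genes passed in both. Cxcl10 rose from 46.8 ± 4.2 (SD, n = 2) normalized counts in Ctrl to 15662 ± 1211 in LPS, and from 17.1 ± 6.79 in Eff to 9814 ± 4234 in LPSEff.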

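A list of TGFβ signaling genes was written before the data were examined, since the hallmark's members are not given in the paper's tables, and 52 of its 54 genes could be tested. In LPSEff vs LPS, its mean log2 fold change was 0.18 and its median −0.01, with 25 genes higher and 27 lower (adjusted p = 0.397 over 9 lists, and 0.358 before adjustment, limma's camera test). In the fit with the replicate block, the adjusted p was 0.512 (r = 0.595 between the replicate differences of LPS and LPSEff). The gene called was Ltbp2 (ENSMUSG00000002020, chromosome 12 from 84829986 to 84923306), which went from 23.9 ± 13.7 (SD, n = 2) normalized counts in LPS to 234 ± 39.0 in LPSEff, a log2 fold change of 3.35 (SE 0.45, adjusted p = 0.0257 from limma). Over the list alone 3 genes passed, and with the block 5 over all genes and 6 over the list. In Eff vs Ctrl, the mean was 0.21 with 31 genes higher (adjusted p = 0.0511, and 0.0284 before), and the adjusted p with the block was 0.0523. Without members that are also on a list of fibroblast genes or had a mean under 10 normalized counts in Ctrl and LPS, which left 51 genes, the mean was 0.14 in Eff vs Ctrl and 0.12 in LPSEff vs LPS.

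**Figure D4:**
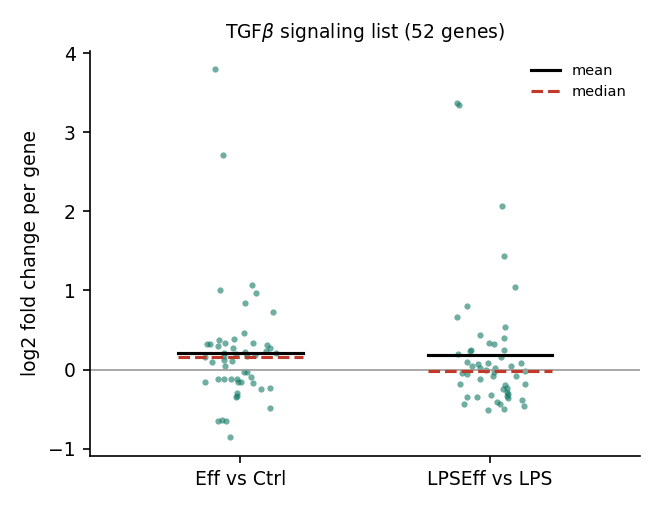
Log2 fold change of each tested gene of the TGFβ signaling list (y axis) with efferocytosis, without and with LPS/IFNγ, with the mean (black) and the median (red, dashed). In LPSEff vs LPS, the mean lies at 0.18 and the median at −0.01.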

Interestingly, although efferocytosis-induced changes contributed to a minor proportion of gene expression changes, gene set enrichment analysis (GSEA) revealed that in the inflammatory context, efferocytosis was also enriched in “TGFβ signaling”, suggestive of a resolution phenotype (Figure 2C, *left panel*; Table S3). Of note, inflammatory Mϕ efferocytosis appeared to further enrich the hallmark “unfolded protein response”, which alters translational processes [22].Thus, while efferocytosis induced a pro-resolution phenotype in LPS/IFNγ-stimulated Mϕ, most genes appeared to be similarly regulated between naïve and efferocytic Mϕ within the inflammatory context. 

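Of a list of 113 unfolded protein response genes, 112 were tested. In LPSEff vs LPS, their mean log2 fold change was 0.18 and their median 0.14, and 78 genes were higher and 34 lower (adjusted p = 0.0144 over 9 lists, and 0.00545 before adjustment, limma's camera test). With the block, the adjusted p was 0.00862 (r = 0.595 between the replicate differences of LPS and LPSEff). The mean difference was 0.18 between the replicate 1 samples and 0.19 between the replicate 2 samples. No single member passed an adjusted p of 0.05 without the block, and 8 did with it. Without stimulation, in Eff vs Ctrl, the mean was 0.04, with 70 genes higher and 42 lower (adjusted p = 0.542, and 0.507 with the block). Fry moved the result most, to an adjusted p of 0.26 in LPSEff vs LPS (0.0866 before, and 0.0171 before adjustment with the block). The paper takes the enrichment of TGFβ signaling as a hint of a resolution phenotype and links the unfolded protein response to translation. It concludes that efferocytosis induces such a phenotype in stimulated Mϕ, while most genes appear to be regulated alike in naïve and efferocytic Mϕ.

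**Figure D5:**
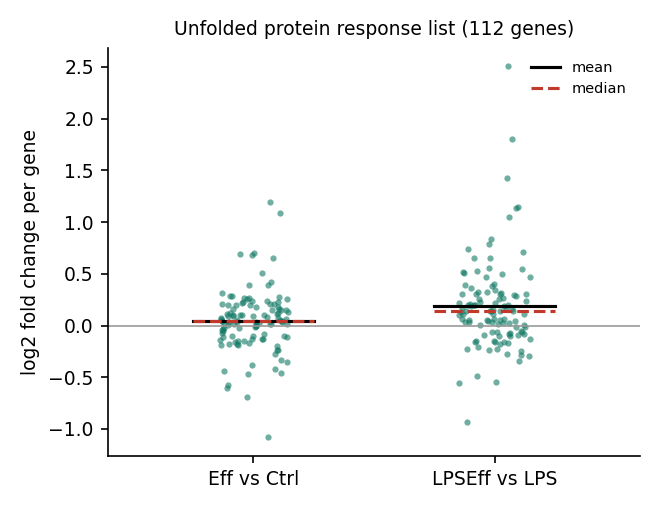
Log2 fold change of each tested gene of the unfolded protein response list (y axis) with efferocytosis, without and with LPS/IFNγ, with the mean (black) and the median (red, dashed). The mean lies at 0.04 in Eff vs Ctrl and at 0.18 in LPSEff vs LPS.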

To determine if inflammatory responses and efferocytosis alter Mϕ functioning at a post-transcriptional level, we used multiplexed enhanced protein dynamics proteomics (mePROD) [25]. In this way, we determined changes in de novo protein expression (i.e., translation) in Mϕ induced by efferocytosis and LPS/IFNγ stimulation. *k*-means clustering of the 4037 differentially expressed peptides (DEPs) (padj < 0.05) identified four groups distinguishable by differential regulatory patterns (Figure 3; Table S4). First, 949 candidates were translationally enhanced by efferocytosis with minimal impact of LPS/IFNγ (cluster I) (Figure 3A). This cluster was strongly enriched for translation-associated processes (Figure 3B; Table S5). The second group of targets (1035) was enriched in ribosome- and metabolism-associated terms and displayed reduced translation in response to LPS/IFNγ but showed generally higher DEP counts in efferocytic Mϕ (cluster II). A small proportion of the DEPs (685) appeared to be induced by LPS/IFNγ treatment in naïve Mϕ with lower translational levels in efferocytic Mϕ (cluster III). This cluster was further enriched for inflammation-associated processes. While candidates in the fourth cluster appeared to be translationally repressed in efferocytic Mϕ, their translation was reduced upon inflammatory stimulation (cluster IV). Functionally, this cluster was enriched for DNA repair and cell cycle-associated functions.

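For the 1938 genes of Table S6 that could be read and matched, the SD of the RNA log2 fold changes LPSEff vs LPS across genes was 0.44, and it was 0.45 among replicate 1 samples and 0.51 among replicate 2 samples. The paper's de novo protein log2 fold changes between the same groups had an SD of 1.31 across these genes. The RNA of 51 genes (2.63%) differed by at least 2-fold, against 634 genes (32.7%) by the paper's de novo protein values. For LPS vs Ctrl, the SD was 0.85 for the RNA and 0.97 for the paper's de novo protein values. Across genes, which are not independent replicates, the RNA and the paper's de novo protein fold changes between LPS and LPSEff correlated with r = 0.347. The pooled SD between RNA replicates was 0.37. No test was made on these spreads, so that no fit with the replicate block applies, and the paper's values rest on its own proteomic samples. The spread of the de novo protein values between replicates was not computed here. Unlike noise of both assays may therefore account for part of the difference in SD and in genes beyond 2-fold.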

Taken together, changes between LPS/IFNγ-treated naïve and efferocytic Mϕ were much higher at the de novo proteomic (DEPs) level than at the mRNA expression (DEGs) level, suggesting a substantial contribution of translational regulation throughout the course of inflammation.

### 2.3. Characterization of Matrix Metallopeptidase 12 (Mmp12) Regulation throughout the Course of Inflammation

Having established global transcriptomic and de novo proteomic changes in inflammation and efferocytosis-associated resolution, we aimed to identify targets regulated specifically at the translation level during inflammation. Therefore, we selected candidates displaying strong regulation at the de novo proteomic level by LPS/IFNγ, with only minimal regulation at the mRNA expression level. Candidates with only minimal expression, as well as those responding to efferocytosis alone, were excluded. 

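The selection was followed with the RNA values computed here and the paper's de novo protein fold changes in Table S6. Of the 1938 genes read, 523 had RNA within 1.2-fold in LPS vs Ctrl. By the paper's protein values, 329 genes changed by more than 2-fold with LPS/IFNγ, of which 234 were lower and 95 higher. These limits, together with a de novo protein change under 1.5-fold with efferocytosis and more than 50 normalized reads and more than 50 of the paper's peptide counts in Ctrl, left 8 genes. All 8 had lower and 0 had higher de novo protein with LPS/IFNγ. When the ratio of mean normalized counts was used in place of the log2 fold change, 9 genes were left, all lower.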

Interestingly, based on these selection criteria, we did not identify any candidate with increased translation; rather, all resulting targets showed reduced translation in Mϕ upon LPS/IFNγ stimulation (Figure 4A; Table S6). 

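Mmp12 (ENSMUSG00000049723) lies on chromosome 9 of GRCm39 from 7344381 to 7369499. Its 41659 ± 17162 (SD, n = 2) normalized counts in Ctrl put it at rank 8 of the 55359 genes, and its 46799 ± 22408 in LPS at rank 11. The other genes of Figure 4A are Ldha, Tpi1, Sh3pxd2b, Pitpna, Nap1l1, Dbi, Farsa, Rps12 and Ric8a. The highest of these in Ctrl was Sh3pxd2b with 3574 ± 595, so that Mmp12 had 11.7 times as many. Ldha had 2566 ± 217, Pitpna 2186 ± 501, Tpi1 1416 ± 129.9, Ric8a 612 ± 62.5, Dbi 489 ± 17.2, Nap1l1 467 ± 71.1, Farsa 370.5 ± 15.0 and Rps12 132 ± 49.9 normalized counts. In LPS vs Ctrl, the log2 fold changes of these 9 genes lay between −0.26 (Nap1l1) and 0.21 (Rps12), and none had an adjusted p under 0.05 from limma, with the lowest at 0.506 (Ric8a) without and 0.186 (Nap1l1) with the replicate block (r = 0.465 between the replicate differences of Ctrl and LPS). With quantile normalization Ldha lay at −0.68, Tpi1 at −0.63, Sh3pxd2b at −0.63, Pitpna at −0.74 (adjusted p = 0.0302 from limma), Nap1l1 and Ric8a at −0.33 and Rps12 at 0.33, all past the limit of 1.2-fold for the RNA, so that a small RNA change of these genes depends on the scaling. With equal totals, where the median gene lay at −0.40, Sh3pxd2b lay at −0.29, Rps12 at −0.19, Dbi at −0.42, Ldha at −0.43 and Pitpna and Tpi1 at −0.57 and −0.62. In that setting Nap1l1 (−0.66, adjusted p = 0.0373 from limma), Farsa (−0.52, adjusted p = 0.0393) and Ric8a (−0.58, adjusted p = 0.0258) were called. In each of these settings, 2 of the 10 genes of Figure 4A stayed within the limit for the RNA, and all 10 did with the deposited normalization. Ldha and Dbi, with −0.03 and −0.02, changed direction in edgeR to 0.09 and 0.02. Ldha, Tpi1 and Rps12 have near-identical pseudogene copies, so their counts are uncertain.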

Of the resulting candidates, matrix metallopeptidase 12 (MMP12), also known as macrophage elastase, was the most highly expressed at the mRNA level without correspondingly high translation levels. The relatively low protein output, as compared to the extremely high mRNA levels, suggests a potential translation regulatory component. Notably, total MMP12 protein expression (Figure 4B, *lower panel*) corresponded with the observed translational output changes (Figure 4B, *upper panel*), suggesting that translational changes might contribute to functional protein levels.

As MMP12 is important during inflammation resolution [26], we aimed to further characterize the mechanistic details of MMP12 regulation during inflammation. In line with the observations in the global data sets, Mmp12 mRNA expression remained largely unaltered (Figure 5A, *left panel*), and MMP12 protein was significantly downregulated after 6 h LPS/IFNγ stimulation, independent of the efferocytosis state (Figure 5A, *right panel*; Figure S3). In contrast, Mmp12 mRNA expression decreased 24 h after inflammatory stimulation (Figure 5B, *left panel*), while LPS/IFNγ treatment only attenuated the efferocytosis-dependent increase in MMP12 protein (Figure 5B, *right panel*; Figure S3). To investigate whether the discrepancy in mRNA and protein expression in inflammatory Mϕ was indeed due to translational changes, we used polysomal fractionation analyses to determine the translation efficiency of Mmp12 mRNA. Global translation appeared to be reduced after 6 h of LPS/IFNγ stimulation in naïve Mϕ, whereas no such effect was observed in efferocytic Mϕ (Figure 5C). While Gapdh mRNA predominantly resided in the late polysomal fractions, indicative of efficient translation, and remained unaffected by LPS/IFNγ treatment (Figure 5D, *left panel*), Mmp12 redistributed from late to early polysomal fractions, suggesting reduced translational efficiency upon inflammatory stimulation (Figure 5D, *right panel*). Interestingly, translation was also reduced in efferocytic Mϕ by LPS/IFNγ to a lesser extent, which corroborated the protein level observations (Figure 5A).

Since MMP12 exerts extracellular functions, we assessed extracellular MMP12 protein levels in the supernatants of naïve or efferocytic Mϕ upon inflammatory stimulation. In line with the intracellular MMP12 protein levels, extracellular MMP12 levels in Mϕ supernatants decreased upon LPS/IFNγ stimulation, though with a slight delay, i.e., after 24 h (Figure 5E).

The absolute quantification of net MMP12 protein levels (i.e., the combined intra- and extracellular levels) further supported a slight decrease in MMP12 after 6 h of LPS/IFNγ treatment, which became more pronounced after 24 h (Figure 5F). As predicted based on its extracellular function, most MMP12 (99.99972% +/− 0.00024%) appeared to be secreted in all samples, independent of the treatments.

In summary, these data suggest that the reduction in pro-resolving MMP12 protein during early inflammation is largely controlled translationally.

### 2.4. MMP12 Suppresses Migration of Macrophages

As MMP12 has been suggested to affect macrophage recruitment in an in vivo model of lung inflammation [27], we hypothesized that its expression might play a role in BMDM migration. To assess the impact of MMP12 on migration, we transfected Mϕ with siRNA targeting Mmp12 (siMmp12). This efficiently and stably reduced Mmp12 expression between 24 and 72 h after transfection at the mRNA and protein levels (Figure 6A). Unexpectedly, Mmp12 knockdown increased Mϕ migration on Matrigel/elastin-coated plates by approximately 3-fold compared to siControl-transfected Mϕ (Figure 6B), without altering Mϕ migration on uncoated plates (Figure S4A).

To ensure that the increase in migration was due to reduced MMP12 levels, we supplemented recombinant MMP12 protein (r-MMP12), which efficiently reduced migration in Mmp12-knockdown Mϕ without affecting control Mϕ (Figure 6B). Again, this effect was only observed on Matrigel/elastin-coated plates, not on uncoated plates (Figure S4B). To assess if LPS/IFNγ treatment, which efficiently reduced Mmp12 translation and MMP12 protein, also affects Mϕ migration, we evaluated Mϕ migration in the presence of LPS/IFNγ for 24 h. In line with the reduced MMP12 levels in inflammatory Mϕ, migration specifically increased only on Matrigel/elastin-coated plates (Figure 6C), while migration on uncoated plates remained unaltered (Figure S4C).

Taken together, these findings suggest that the Mϕ elastase MMP12 degrades elastin and thereby prevents the migration of Mϕ along elastin fibers. In an inflammatory context, translational downregulation of MMP12 enhances the migratory capacity of Mϕ, supporting the mobility of Mϕ at the site of inflammation during the early phase of the inflammatory process.

## 3. Discussion

In the present study, we analyzed transcriptional and translational changes in Mϕ upon stimulation with LPS/IFNγ. Further, we assessed changes in the inflammatory RNA and protein expression profiles in Mϕ brought about by the efferocytosis of apoptotic cells. While efferocytosis induced resolution-related transforming growth factor β (TGFβ) signaling and translation-regulatory gene expression signatures in inflammatory Mϕ, we found that the observed transcriptional changes were determined largely by inflammatory stimuli. In contrast, efferocytosis substantially altered de novo synthesized proteins in naïve and inflammatory Mϕ. We further observed a marked, exclusively translational repression of the resolution-associated Mϕ elastase Mmp12 during early inflammation, resulting in a delayed reduction in functional extracellular MMP12 protein levels. Functionally, reduced Mmp12 expression in Mϕ, e.g., during inflammation, enhanced their migratory capacity (Figure 6D).

In contrast to earlier concepts suggesting that mRNA and protein levels are generally closely correlated [28], there is accumulating evidence that transcriptome and translatome changes in response to stimulation diverge substantially in mammalian cells [20,29,30]. For instance, upon infection of primary murine Mϕ with *Leishmania donovani*, a third of the protein-coding mRNAs was differentially translated [31]. Moreover, in tumor-associated Mϕ, gene expression changes during tumor outgrowth appeared to be regulated predominantly via translational regulation [20]. Similarly, we observed marked differences in de novo proteomic changes between the inflammatory response of efferocytic and non-efferocytic macrophages. At the transcriptomic level, regulatory patterns appeared rather similar, suggesting a major contribution of translational changes to the efferocytosis-dependent modulation of inflammatory responses in Mϕ. While efferocytosis-induced translational changes have not been investigated, the close relationship between metabolic and translational changes is well established. For example, glucose or amino acid depletion elicits a stress reaction, which enhances phosphorylation and, thus, inactivates eIF2α, consequently reducing global translation [32,33], while favoring the synthesis of a specific subset of stress response factors such as activating transcription factor 4 (ATF4) [34]. Similarly, targets upregulated by efferocytosis at the RNA level were enriched in autophagy- and metabolism-associated processes, and those upregulated at the de novo protein level were enriched in metabolism-associated terms (Tables S2 and S5). These findings corroborate previous reports suggesting that Mϕ are metabolically overloaded and double their lipid, carbohydrate, protein, and nucleotide content [10,35]. Surprisingly, while translation also appeared to be enriched upon efferocytosis at the de novo proteomic level, this did not correspond to an increase in global translation, as measured via polysomal fractionation analyses. Yet, other studies investigating translational regulation during inflammation also observed a pronounced enrichment in translation-associated candidates, within the translationally regulated targets [36]. Accordingly, we observed translational regulation of numerous ribosomal proteins, such as RPL14, 22, 35, and 8, all known to be translated in a 5′ terminal oligopyrimidine (5′ TOP) element-dependent manner [37]. Further support for the impact of metabolic changes during efferocytosis on translation comes from the observation that mammalian target of rapamycin (mTOR) signaling was enriched in mRNAs upregulated in response to efferocytosis (Tables S2 and S3). mTOR is well established as a crucial signaling node linking metabolism to translation [38,39].

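Table S2 lists 34 genes of cluster I under TOR signaling, all of which were tested here. The list stems from the paper's own calls on these samples, so that it is no independent check. In Eff vs Ctrl, the mean log2 fold change of these genes was 0.09, with 22 higher and 12 lower (adjusted p = 0.248 over 3 sets from Table S2, limma's camera test). In LPSEff vs LPS it was 0.15, with 25 higher and 9 lower (adjusted p = 0.0924, and 0.0616 before adjustment). In the fit with the replicate block, the adjusted p was 0.221 and 0.0749 (0.04997 before), given same-numbered correlations of 0.465 and 0.595. None of the 34 genes passed an adjusted p of 0.05 in either contrast without the block, and 2 did with it in LPSEff vs LPS (3 when adjusted over the list).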

As a side note, the impact of translational regulation on the functional net protein output is likely underestimated in many studies, as transcription and translation are commonly regulated in the same direction. Yet, even in the case of co-directional regulation, translation provides a last control measure to tune expression.

Mmp12 is induced by granulocyte macrophage-colony stimulating factor (GM-CSF) and further enhanced by co-stimulation with TGFβ, IL-1β, and monocyte chemoattractive protein 1 (MCP-1). Additionally, activation of CD40 signaling or anti-inflammatory stimulation with IL-4 induces, while IFNγ attenuates Mmp12 expression [40,41,42]. Here, we observed that while Mmp12 mRNA expression was not affected by LPS/IFNγ, Mmp12 translation was markedly reduced in Mϕ during the early stages of inflammation, reducing levels of secreted functional MMP12 at later time points. 

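In the 6 h RNA-seq samples, Mmp12 had 29524 and 53795 normalized counts in Ctrl, 30954 and 62643 in LPS, 34223 and 68433 in Eff, and 33903 and 92168 in LPSEff (replicates 1 and 2). The log2 fold change with LPS/IFNγ was 0.14 in naïve Mϕ (SE 0.59, adjusted p = 0.896 from limma) and 0.21 in efferocytic Mϕ (SE 0.59, adjusted p = 0.854). Replicate 2 was higher than replicate 1 in all 4 groups. With the replicate number as a block, the SE was 0.21 for both changes, and the adjusted p was 0.63 and 0.487 (r = 0.465 and 0.591 between same-numbered differences across genes). With efferocytosis, Mmp12 changed by 0.28 (adjusted p = 0.999, and 0.61 with the block) without stimulation and by 0.34 (adjusted p = 0.928, and 0.398 with the block) with it. When a replicate was left out in turn, the change with LPS/IFNγ in naïve Mϕ lay between −0.36 and 0.65, and in efferocytic Mϕ between −0.51 and 0.93. It was −0.46 and −0.36 with quantile normalization. With the samples rescaled to equal totals it was −0.26 and −0.24, but there the median gene moved by −0.40 and −0.44, and Mmp12 moved with it. No setting gave an adjusted p under 0.05. Between same-numbered samples, the change with LPS/IFNγ was 0.07 and 0.22 in naïve and −0.01 and 0.43 in efferocytic Mϕ, and that with efferocytosis 0.21 and 0.35 without and 0.13 and 0.56 with stimulation (replicates 1 and 2). The wide range with a replicate left out thus includes the difference between the replicate numbers.

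**Figure D6:**
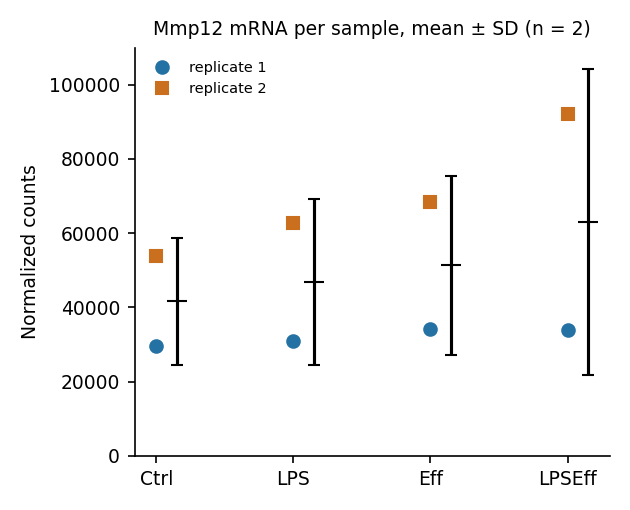
Normalized counts of Mmp12 mRNA (y axis) in each sample of the 4 groups, with the mean and SD (bars, n = 2). Replicate 2 lies above replicate 1 in each group, from 53795 against 29524 in Ctrl to 92168 against 33903 in LPSEff.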

While translational regulation of Mmp12 was not previously reported, human Mmp13 mRNA, which is expressed in chronic inflammation, was translationally silenced by an alternatively spliced form of the RNA-binding protein TIAR (T-cell-restricted intracellular antigen-related protein) [43]. Hence, it will be interesting to determine whether a similar mechanism regulates Mmp12 translation or if other RNA-binding proteins are involved. Nevertheless, in line with the stimulatory function of CD40 [40] and the inhibitory function of IFNγ [41], negative regulation of CD40 signaling as well as positive regulation of IFNγ signaling were enriched in LPS/IFNγ-induced genes (Figure S5). 

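Of the 200 genes with the largest rise in LPS vs Ctrl among those called by limma, the lowest log2 fold change was 3.79. They held 35 of the 79 interferon response genes, where 0.969 would fall among them by chance (Fisher's exact test, two-sided, p = 1.17e-46, against the tested genes). This test treats genes as independent, which they are not. The list holds interferon response genes, so that it does not test the regulation of CD40 and IFNγ signaling that the paper names. Cd40 (ENSMUSG00000017652, chromosome 2 from 164897544 to 164914868) was at rank 32 of the 200 genes. It rose from 94.4 ± 36.6 (SD, n = 2) normalized counts to 7938 ± 2560.3, a log2 fold change of 6.40 (SE 0.41, adjusted p = 5.75e-05, and 6.11e-09 with the replicate block, at r = 0.465 between the replicate differences of Ctrl and LPS). All 200 genes were also higher in LPSEff vs Eff, where 193 were called, and Cd40 rose by 7.16 (adjusted p = 2.99e-05).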

Notably, other MMPs, such as Mmp9 and Mmp13, appeared to be induced exclusively by pro-inflammatory stimuli, such as LPS, IL-1β, or TNF [44].

Functionally, MMP12, known as macrophage elastase, belongs to the family of extracellular matrix (ECM) degrading enzymes [45]. It was further proposed as an inflammation resolution factor [46] and shown to alter inflammatory responses by cleaving IFNγ [26], but also via restricting recruitment of leukocytes by cleaving numerous CXC chemokines [47]. However, MMPs also generally act on ECM components, altering cell-matrix interactions and migration [48]. While MMP12 was previously shown to be critical for Mϕ transmigration across intestinal epithelial cell layers in severe colitis [49], we found that MMP12 attenuates Mϕ mobility on Matrigel/elastin-coated surfaces resembling structural features of the ECM [50]. Specifically, reduced Mmp12 expression, achieved via knockdown or inflammatory stimulation, enhanced the Mϕ migratory capacity, which could be overcome by adding exogenous MMP12. The fact that this altered migration phenotype was only observed in the presence of elastin (i.e., the substrate of MMP12) in the scaffold suggests that Mϕ might use elastin fibers as tracks. In fact, collagen fibers were recently proposed as ECM tracks supporting cell migration [51], and nanofiber-based, specific reconstructions of ECM fibers revealed that cell migration properties depend on the exact composition of the fibers [52].

## 4. Conclusions

We provide the first evidence that Mmp12 can be regulated at the translation level. Specifically, we show that Mmp12 is translationally repressed during early inflammation in primary murine Mϕ and increases during the resolution phase. Since MMP12 appears to attenuate migration along elastin fibers, reduced MMP12 levels in an inflammatory environment might enhance the ability of Mϕ to patrol the site of inflammation while simultaneously limiting their trans-epithelial egress. Thus, increasing MMP12 levels at later stages of the inflammatory process might allow for the emigration of macrophages, contributing to the normalization of the local immune cell environment.

## 5. Materials and Methods

### 5.1. Chemicals

All chemicals were obtained from Thermo Fisher Scientific (Dreieich, Germany) unless otherwise indicated. B/B Homodimerizer (dimerizer) was purchased from Takara Bio Europe (Saint-Germain-en-Laye, France), and recombinant murine MMP12 from R&D Systems (Minneapolis, MN, USA).

### 5.2. Cell Culture

Bone marrow-derived Mϕ (BMDMs) were isolated from the femurs of adult male and female C57BL/6 mice (>8 weeks) and differentiated with 20 ng/mL macrophage colony-stimulating factor (M-CSF) and 20 ng/mL granulocyte macrophage colony-stimulating factor (GM-CSF) (both from Immunotools, Friesoythe, Germany) in Dulbecco’s modified eagle medium (DMEM; Thermo Fisher Scientific) supplemented with 10% fetal calf serum (FCS; Capricorn Scientific, Ebsdorfergrund, Germany), 100 U/mL penicillin, and 100 µg/mL streptomycin (both from Thermo Fisher Scientific) over 6 days. NIH-3T3 caspase activatable (CA) cells (clone D10) (kindly provided by Prof. Simone Fulda, Frankfurt, Germany) were cultured in DMEM supplemented with 10% FCS, 100 U/mL penicillin, and 100 µg/mL streptomycin. Cells were incubated at 37 °C in a humidified atmosphere with 5% CO_2_.

### 5.3. Efferocytosis Model

NIH-3T3 CA cells were stimulated for 6 h with the dimerizer (10 nM) to induce apoptosis before adding them to differentiated BMDMs at a 1:5 ratio for 16 h in the continued presence of the dimerizer (10 nM). For inflammatory stimulation, apoptotic cells were removed, BMDMs were washed twice with PBS and then stimulated for 6 h with 100 ng/mL LPS and 100 U/mL murine IFNγ (both from Sigma-Aldrich, Taufkirchen, Germany). CD45^+^ cells were isolated with CD45 MicroBeads by MACS-sorting (Miltenyi Biotec, Bergisch Gladbach, Germany) according to the manufacturer’s instructions for further analyses.

### 5.4. Viability Assay

The viability of NIH-3T3 CA cells and BMDMs was determined by Annexin V (Immunotools) and propidium iodide (PI; Thermo Fisher Scientific) staining and subsequent fluorescence-activated cell sorting (FACS) analysis on a FACSymphony A5 instrument (BD Biosciences, Heidelberg, Germany).

### 5.5. Efferocytosis Assays

To determine efferocytic capacity, apoptotic NIH-3T3 CA cells were stained with pHrodo green (Thermo Fisher Scientific) 6 h after dimerizer (10 nM) treatment, and Mϕ were stained with MitoTracker red. One hour after staining, pHrodo-labeled apoptotic cells were added to MitoTracker-labeled Mϕ at 2:1 and 5:1 ratios. Efferocytic Mϕ were identified as the double-positive cells on an Incucyte^®^ S3 live cell analysis system (Sartorius, Göttingen, Germany).

Alternatively, apoptotic cells were stained with the CFSE Cell Division Tracker kit (Biolegend, San Diego, CA, USA) prior to co-culture with MitoTracker-labeled Mϕ at a 5:1 ratio; efferocytic Mϕ were identified as the double positive cells on a FACSymphony A5 instrument.

### 5.6. RNA Isolation, Reverse Transcription, and Quantitative Polymerase Chain Reaction (RT-qPCR)

RNA was isolated using TRIzol according to the manufacturer’s instructions. RNA was reverse transcribed with the Maxima First Strand cDNA Synthesis Kit, and qPCR analyses were performed using PowerUp SYBR Green Master Mix on QuantStudio 3 and 5 PCR Real-Time Systems (Thermo Fisher Scientific). Primers were obtained from Biomers (Ulm, Germany) and are listed in Table S7.

### 5.7. Western Blot Analysis and ELISA

All reagents used for western blotting were purchased from Sigma-Aldrich unless otherwise indicated. Cells were lysed in lysis buffer (50 mM Tris/HCl, 150 mM NaCl, 5 mM EDTA, 0.5% NP-40; freshly supplemented with 1 mM DTT from Carl Roth, Karlsruhe, Germany; protease inhibitor and phosphatase inhibitor mixes from cOmplete and phosSTOP; Roche, Grenzach-Wyhlen, Germany). Next, 50 µg of total protein was separated by sodium dodecyl-sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to nitrocellulose membranes (GE Healthcare, Chalfont St Giles, UK). Proteins were detected using a specific antibody for murine MMP12 (R&D Systems, Minneapolis, MN, USA) and appropriate IRDye secondary antibodies (LI-COR Biosciences, Bad Homburg, Germany) and quantified on an Odyssey infrared imaging system (LI-COR Biosciences).

Extracellular quantities of MMP12 were measured in cell culture supernatants using the mouse MMP12 ELISA kit (Abcam, Cambridge, UK) according to the manufacturer’s instructions on an absorption microplate reader (Berthold Technologies, Bad Wildbad, Germany).

### 5.8. Polysomal Fractionation

BMDMs were subjected to polysomal fractionation as described previously [53]. Briefly, cells were incubated with 100 µg/mL cycloheximide (CHX, Carl Roth) for 10 min, washed with PBS/CHX (100 µg/mL), and lysed in 750 µL polysome lysis buffer (140 mM KCl, 20 mM Tris-HCl pH 8.0, 5 mM MgCl_2_, 0.5% NP-40, 0.5 mg/mL heparin, 1 mM DTT, 100 U/mL RNasin from Promega, Mannheim, Germany; 100 µg/mL CHX). After pelleting, 600 µL of the cell lysates were layered onto 11 mL of 10–50% continuous sucrose gradients; 100 µL of the lysate was used for total RNA isolation. Gradients were centrifuged at 35,000 rpm for 2 h at 4 °C without brake using a SW40 rotor (Beckman Coulter, Brea, CA, USA). The gradient was collected into 1-mL fractions using a Gradient Station (BioComp Instruments, Fredericton, Canada), and UV absorbance was measured at 254 nm. RNA was precipitated by adding 1/10 volume of sodium acetate (3 M) and 1 volume of isopropyl alcohol. RNA was further purified using the RNeasy Mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions and pooled into sub-polysomes (fractions 1–4), early polysomes (fractions 5–7), and late polysomes (fractions 8–11). Finally, 500 ng of RNA was reverse-transcribed and quantified by qPCR as described above.

### 5.9. RNA Sequencing

RNA was isolated using the RNA Clean & Concentrator-25 kit (Zymo Research, Freiburg, Germany), and rRNA was depleted from total RNA using the RiboCop rRNA depletion kit (Lexogen, Vienna, Austria) according to the manufacturer’s instructions. RNA quality and quantity were determined using RNA ScreenTape assays on a TapeStation 4150 (Agilent Technologies, Waldbronn, Germany) and Qubit RNA HS Assay Kits on a Qubit 3.0 Fluorometer (Thermo Fisher Scientific). Sequencing libraries were prepared according to the total RNA workflow of the TruSeq Ribo Profile (Mammalian) Library Prep Kit (Illumina, San Diego, CA, USA). Briefly, rRNA-depleted RNA was heat-fragmented (94 °C, 25 min) and end-repaired. Thereafter, the 3′ adapter was ligated, and reverse transcription was performed. After PAGE purification, cDNA was circularized, and PCR amplified. The quality of cDNA libraries was assessed using HS-D1000 ScreenTape assays on a TapeStation 4150, and quantities were measured using Qubit dsDNA HS Assay Kits. Libraries were sequenced (single end, 50 cycles) using a P2 100-cycle kit on a NextSeq 2000 instrument (Illumina).

Data processing was performed using cutadapt for adapter trimming [54], bowtie2 for rRNA removal [55], and STAR for mapping the samples to the mouse genome (mm39) [56]. Transcript counts were determined using htseq-count with default parameters [57]. Differentially expressed genes were determined using DESeq2 in R [58]. *P* values were adjusted by Benjamini-Hochberg FDR correction. Differentially regulated transcripts were visualized with ComplexHeatmaps R package [59] by subjecting read counts to row-wise *z*-score normalization and grouping by *k*-means clustering. To identify enriched functional annotation clusters, transcripts were analyzed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) against the gene set “GOTERM_BP_ALL” [23,24]. A list of all detected transcripts (basemean > 0, for all conditions) served as the background data set.

### 5.10. De Novo Proteomics (Multiplexed Enhanced Protein Dynamics (mePROD) Proteomics)

For pulse labeling experiments, BMDMs were co-cultured with apoptotic NIH-3T3 CA cells, as described before. After washing two times with PBS, cells were incubated with DMEM medium for SILAC containing 100 µg/mL Arg10 and 100 µg/mL Lys8 (both from Cambridge Isotope Laboratories, Tewksbury, MA, USA) and stimulated with 100 ng/mL LPS and 100 U/mL IFNγ for 6 h. To obtain a fully labeled sample, BMDMs were cultured in DMEM for SILAC for two weeks. For cell harvest, CD45^+^ cells were isolated out of co-cultures as described before. A fully labeled sample and an unlabeled sample were washed three times with PBS. After pelleting, 1 × 10^6^ cells were flash-frozen in liquid nitrogen. Sample preparation for LC-MS, mass spectrometry and subsequent data analysis and statistics were performed as described previously [25,60,61].

### 5.11. Migration Assay

Differentiated BMDMs were transfected using HiPerFect transfection reagent (Qiagen) with 50 nM Mmp12 (ON-TARGET plus Mouse Mmp12 siRNA—SMARTpool) or Ctrl siRNA (ON-TARGETplus Non-targeting Pool; both Dharmacon, Lafayette, LA, USA) for 48 h and seeded in 24-well culture plates coated with 0.5 × Matrigel supplemented with 50 µg/mL mouse elastin (Sigma-Aldrich). After 24 h, the cells were imaged every 10 min for 24 h at 37 °C and 5% CO_2_ using a Cell Observer microscope (Carl Zeiss, Oberkochen, Germany). Analysis of Mϕ migration was performed using the ImageJ (v. 2.0.0-rc-56) manual tracking plugin. Twenty randomly chosen cells per field of view were tracked per condition for each replicate. Migration plots were generated for 20 tracks using the Chemotaxis and Migration Tool from ibidi (Gräfelfing, Germany).

### 5.12. Statistical Analysis

Statistics were performed with GraphPad Prism v9.3.1 (GraphPad Software, San Diego, CA, USA). Data are reported as means ± SEM of at least three independent experiments. Normal distribution was assessed using the Shapiro-Wilk test. Statistically significant differences were calculated using two-way ANOVA with Tukey’s multiple comparisons test or Students *t*-test.

## Figures and Tables

**Figure 1:**
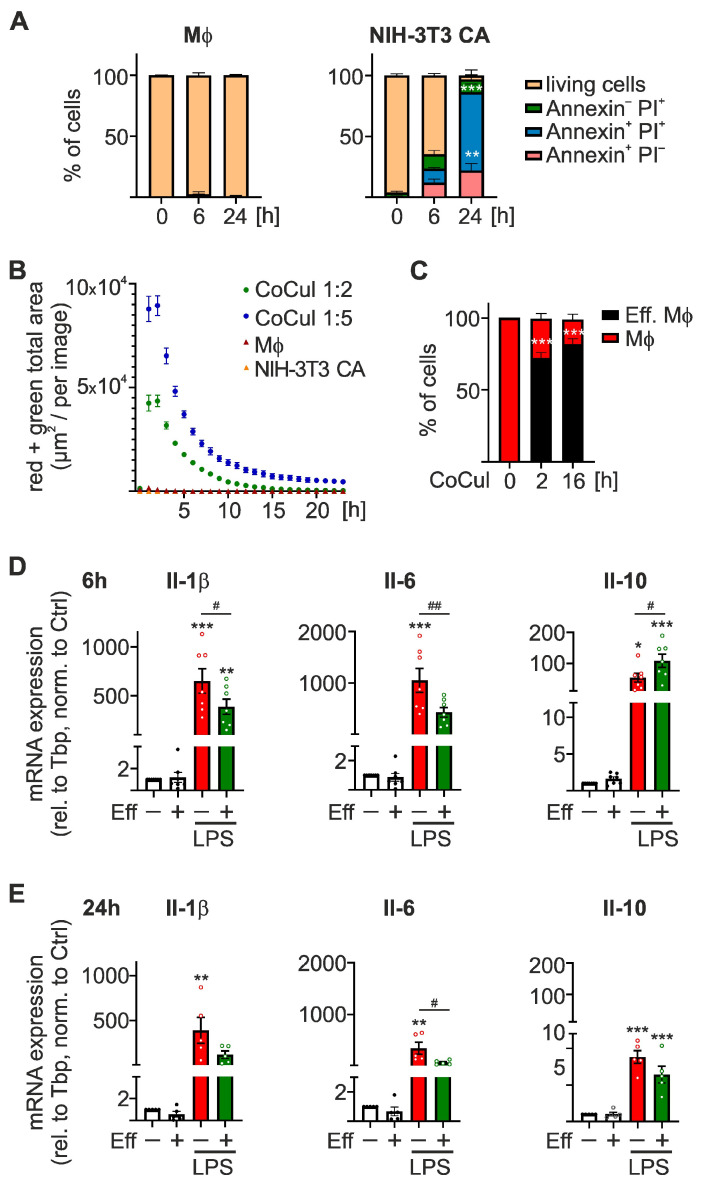
Impact of efferocytosis on inflammatory responses in Mϕ. (**A**) Bone marrow-derived Mϕ (BMDMs) and NIH-3T3 caspase activatable (CA) cells were treated with 10 nM dimerizer for 6 and 24 h, stained with Annexin V and propidium iodide (PI), and analyzed using flow cytometry (*n* = 3). (**B**) BMDMs were stained with MitoTracker red, and apoptotic NIH-3T3 CA cells (after 6 h treatment with 10 nM dimerizer) were stained with pHrodo for 1 h prior to co-culture at a 1:2 or 1:5 ratio. Efferocytosis was followed by tracking double-positive cells in an Incucyte live cell analysis system for 24 h (*n* = 3). (**C**) BMDMs were stained with MitoTracker red, and apoptotic NIH-3T3 CA cells (after a 6 h treatment with 10 nM dimerizer) were stained with CFSE prior to co-culture at a 1:5 ratio for 2 or 16 h. Efferocytic Mϕ were assessed by flow cytometry (*n* = 3). (**D**,**E**) BMDMs were co-cultured with or without apoptotic NIH-3T3 CA cells (Eff) (after 6 h dimerizer treatment) at a 1:5 ratio for 16 h, prior to stimulation with 100 ng/mL LPS and 100 U/mL IFNγ for 6 h (**D**) or 24 h (**E**) (LPS). CD45^+^ Mϕ were purified by magnetic-activated cell sorting (MACS) and mRNA expression was quantified by RT-qPCR analysis. mRNA expression was normalized to Tbp and is given relative to untreated control Mϕ (*n* ≥ 5). Data are presented as means ± SEM and were statistically analyzed using two-way ANOVA with Tukey’s multiple comparisons test; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 compared to untreated control Mϕ; ^#^ *p* < 0.05, ^##^ *p* < 0.01 compared to LPS/IFNγ-treated control Mϕ.

**Figure 2:**
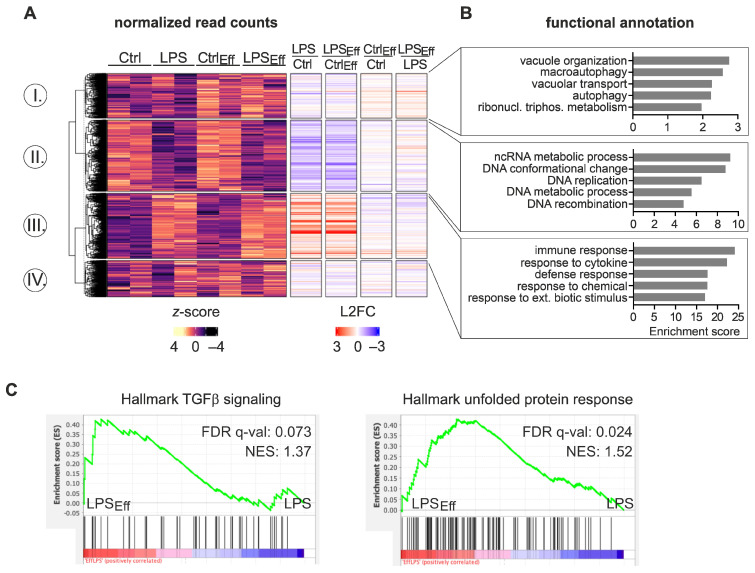
Differential mRNA expression changes in response to inflammatory stimulation between efferocytic and non-efferocytic Mϕ. BMDMs were co-cultured with or without apoptotic NIH-3T3 CA cells (Eff) (after 6 h dimerizer treatment) at a 1:5 ratio for 16 h prior to stimulation with 100 ng/mL LPS and 100 U/mL IFNγ for 6 h (LPS). CD45^+^ Mϕ were purified by MACS-sorting followed by total RNA-seq analysis (*n* = 2). (**A**) Normalized read counts of differentially expressed genes (DEGs) (padj < 0.05) were visualized in a heatmap (*z*-score normalized counts) and categorized into clusters I, II, III, and IV by *k*-means clustering. Annotation columns depict the log2 fold change (L2FC) of DEGs. (**B**) Top five functional annotation clusters for each cluster as identified by DAVID [23,24]. (**C**) Gene set enrichment analysis (GSEA) of LPS/IFNγ-stimulated naïve vs. efferocytic Mϕ (*p* < 0.1, FDR < 0.1; NES = normalized enrichment score).

**Figure 3:**
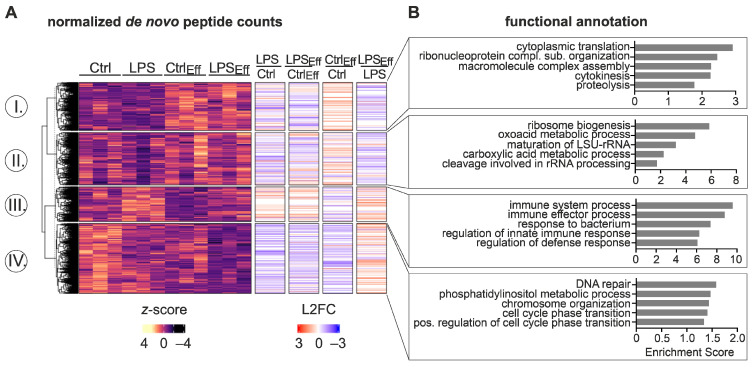
Differential de novo proteomic changes in response to inflammatory stimulation between efferocytic and non-efferocytic Mϕ. BMDMs were co-cultured with or without apoptotic NIH-3T3 CA cells (Eff) (after 6 h dimerizer treatment) at a 1:5 ratio for 16 h before stimulation with 100 ng/mL LPS and 100 U/mL IFNγ for 6 h (LPS). CD45^+^ Mϕ were purified by MACS-sorting followed by multiplexed enhanced protein dynamics proteomics (mePROD) (*n* = 3). (**A**) Normalized de novo peptide counts of differentially expressed peptides (DEPs) (padj < 0.05) were visualized in a heatmap (*z*-score normalized counts) and categorized into clusters I, II, III, and IV by *k*-means clustering. Annotation columns depict log2 fold change (L2FC) of DEPs. (**B**) Top five functional annotation clusters for each cluster as identified by DAVID [23,24].

**Figure 4:**
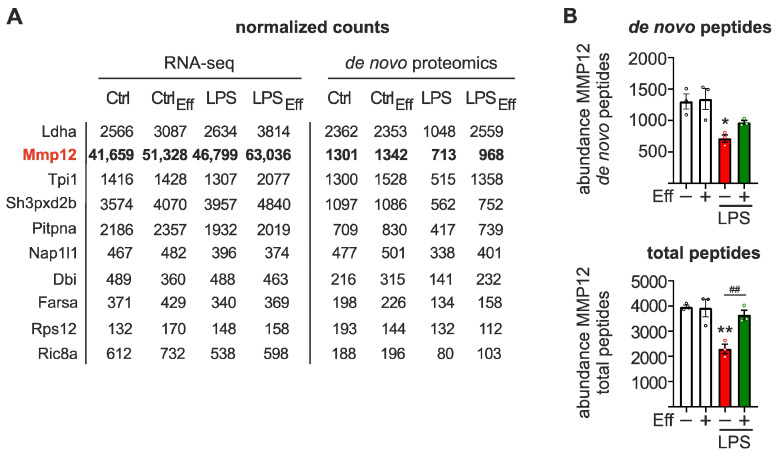
Selection of translationally regulated targets in inflammatory Mϕ. (**A**) For the selection of candidates predominantly regulated at the translation level upon inflammatory stimulation (100 ng/mL LPS and 100 U/mL IFNγ, 6 h), substantially expressed targets (normalized read/peptide counts > 50) were filtered for pronounced LPS/IFNγ-selective regulation of de novo proteins (|FC_Ctrl vs. LPS_| > 2; |FC_Ctrl vs. Eff_| < 1.5) with minimal regulation at the mRNA level (|FC_Ctrl vs. LPS_| < 1.2). Normalized read (*left columns*) and de novo peptide counts (*right columns*) of the top ten selected targets, sorted by Ctrl de novo peptide counts, are shown. (**B**) Abundance of MMP12 de novo peptides (*upper panel*) and total peptides (*lower panel*) based on de novo synthesis proteomics data. Data are presented as means ± SEM and were statistically analyzed using two-way ANOVA with Tukey’s multiple comparisons test; * *p* < 0.05, ** *p* < 0.01 compared to untreated control Mϕ; ^##^ *p* < 0.01 compared to untreated efferocytic Mϕ.

**Figure 5:**
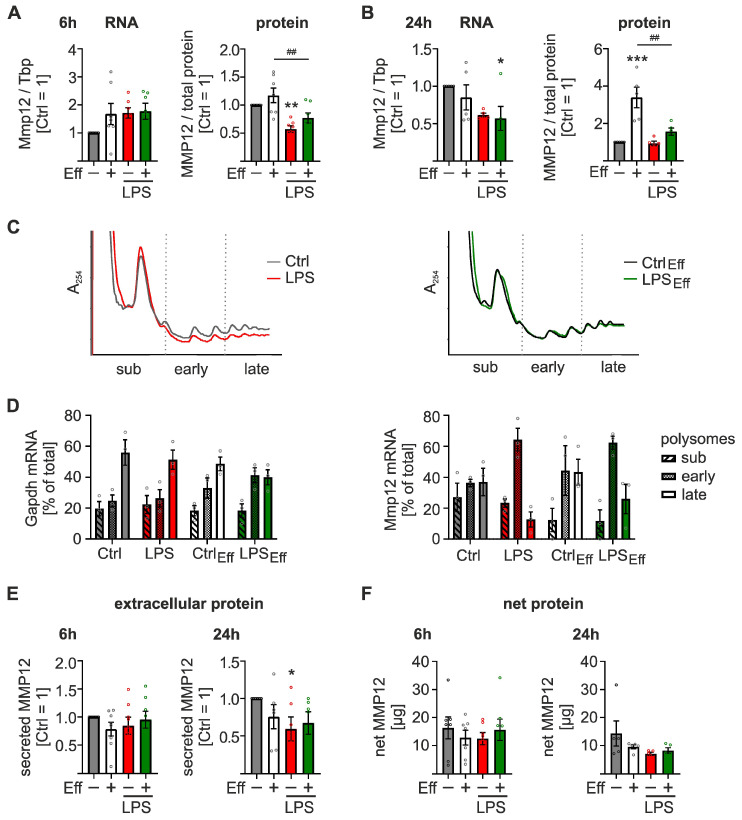
Translational regulation of matrix metallopeptidase 12 (Mmp12) in inflammatory Mϕ. BMDMs were co-cultured with or without apoptotic NIH-3T3 CA cells (Eff) (after 6 h dimerizer treatment) at a 1:5 ratio for 16 h prior to stimulation with 100 ng/mL LPS and 100 U/mL IFNγ for 6 or 24 h (LPS). For further analyses, CD45^+^ Mϕ were purified by MACS-sorting. (**A**) Mmp12 mRNA expression was quantified by RT-qPCR analysis, normalized to Tbp, and presented relative to untreated control Mϕ (*n* ≥ 5). (**B**) MMP12 protein expression was analyzed by western blot analysis, normalized to total protein, and presented relative to untreated control Mϕ (*n* ≥ 5). (**C**,**D**) Translational status of Mmp12 was assessed by polysomal fractionation analysis. (**C**) UV profiles identified sub-polysomal (sub), early, and late polysomal fractions (representative tracks of three independent experiments are shown). (**D**) Gapdh *(left panel*) and Mmp12 mRNA (*right panel*) distribution across the gradients was analyzed by RT-qPCR (*n* = 3). (**E**) Secreted MMP12 protein was quantified in Mϕ supernatants by ELISA and is presented relative to untreated control Mϕ (*n* ≥ 5). (**F**) Net protein expression of MMP12 was calculated by combining mean intra- and extracellular MMP12 protein expression and is presented relative to untreated control Mϕ (*n* ≥ 5). Data are presented as means ± SEM and were statistically analyzed using two-way ANOVA with Tukey’s multiple comparisons test; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 compared to untreated control Mϕ; ^##^ *p* < 0.01 compared to LPS/IFNγ-treated control Mϕ.

**Figure 6:**
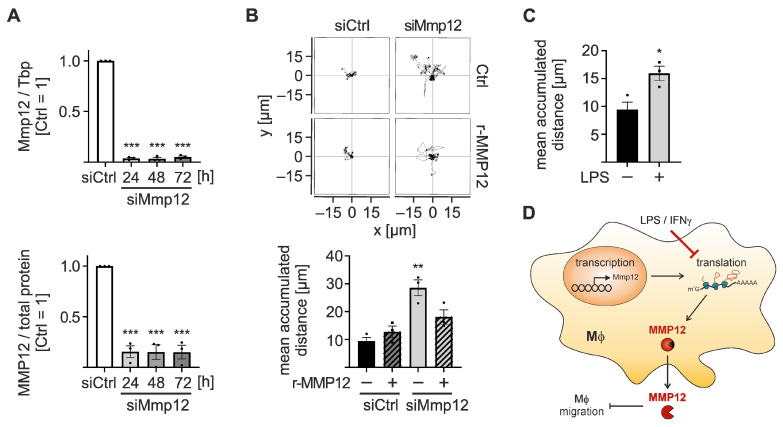
Impact of MMP12 on Mϕ migration. BMDMs were transfected with Mmp12 or Ctrl siRNA (50 nM) for 24, 48, or 72 h. (**A**) Mmp12 mRNA expression was quantified by RT-qPCR analysis, normalized to Tbp, and presented relative to siCtrl-transfected Mϕ (72 h) (*n* = 3; *upper panel*). MMP12 protein expression was analyzed by Western blot analysis, normalized to total protein stain, and presented relative to siCtrl-transfected Mϕ (72 h) (*n* = 3; *lower panel*). (**B**,**C**) Mϕ were seeded 48 h after transfection on Matrigel (0.5×)/elastin (50 µg/mL) coated plates. (**B**) Mϕ were treated with recombinant MMP12 (r-MMP12, 50 ng/mL) 24 h after seeding, and migration was determined by live cell tracking for 24 h and quantified using the ImageJ manual tracking plugin. Representative tracks of siCtrl and siMmp12 in the presence or absence of r-MMP12 are depicted (*upper panel*). The migrated distance of 20 randomly selected cells per field of view was analyzed per replicate (*n* = 3; *lower panel*). (**C**) siCtrl-transfected Mϕ were stimulated with 100 ng/mL LPS and 100 U/mL IFNγ (LPS) 24 h after seeding, and migration was determined by live cell tracking for 24 h (*n* = 3). Data are presented as means ± SEM and were statistically analyzed using two-way ANOVA with Tukey’s multiple comparisons test (**A**,**B**) or unpaired *t*-test (**C**); * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 compared to untreated, siCtrl-transfected Mϕ. (**D**) Schematic model of the translational repression of MMP12 in Mϕ by pro-inflammatory LPS/IFNγ stimulation, resulting in reduced MMP12 protein levels and enhanced Mϕ migration in the local environment.

## Data Availability

The sequencing data presented in this study are available in GEO accession number GSE245834.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms242316981/s1.

## References

[1] Fioranelli M., Roccia M.G., Flavin D., Cota L. (2021). Regulation of Inflammatory Reaction in Health and Disease. Int. J. Mol. Sci..

[2] Dalli J., Serhan C.N. (2017). Pro-Resolving Mediators in Regulating and Conferring Macrophage Function. Front. Immunol..

[3] Fullerton J.N., Gilroy D.W. (2016). Resolution of inflammation: A new therapeutic frontier. Nat. Rev. Drug Discov..

[4] Savill J.S., Wyllie A.H., Henson J.E., Walport M.J., Henson P.M., Haslett C. (1989). Macrophage phagocytosis of aging neutrophils in inflammation. Programmed cell death in the neutrophil leads to its recognition by macrophages. J. Clin. Investig..

[5] Gautier E.L., Ivanov S., Lesnik P., Randolph G.J. (2013). Local apoptosis mediates clearance of macrophages from resolving inflammation in mice. Blood.

[6] Doran A.C., Yurdagul A., Tabas I. (2020). Efferocytosis in health and disease. Nat. Rev. Immunol..

[7] Razi S., Yaghmoorian Khojini J., Kargarijam F., Panahi S., Tahershamsi Z., Tajbakhsh A., Gheibihayat S.M. (2023). Macrophage efferocytosis in health and disease. Cell Biochem. Funct..

[8] Elliott M.R., Koster K.M., Murphy P.S. (2017). Efferocytosis Signaling in the Regulation of Macrophage Inflammatory Responses. J. Immunol..

[9] Fadok V.A., Bratton D.L., Konowal A., Freed P.W., Westcott J.Y., Henson P.M. (1998). Macrophages that have ingested apoptotic cells in vitro inhibit proinflammatory cytokine production through autocrine/paracrine mechanisms involving TGF-beta, PGE2, and PAF. J. Clin. Investig..

[10] Schilperoort M., Ngai D., Sukka S.R., Avrampou K., Shi H., Tabas I. (2023). The role of efferocytosis-fueled macrophage metabolism in the resolution of inflammation. Immunol. Rev..

[11] Collins G., Souza Carvalho J., de Gilroy D.W. (2023). The translation potential of harnessing the resolution of inflammation. J. Allergy Clin. Immunol..

[12] Saas P., Vetter M., Maraux M., Bonnefoy F., Perruche S. (2022). Resolution therapy: Harnessing efferocytic macrophages to trigger the resolution of inflammation. Front. Immunol..

[13] Zhang J., Ding W., Zhao M., Liu J., Xu Y., Wan J., Wang M. (2022). Mechanisms of efferocytosis in determining inflammation resolution: Therapeutic potential and the association with cardiovascular disease. Br. J. Pharmacol..

[14] Das A.S., Basu A., Kumar R., Borah P.K., Bakshi S., Sharma M., Duary R.K., Ray P.S., Mukhopadhyay R. (2020). Post-transcriptional regulation of C-C motif chemokine ligand 2 expression by ribosomal protein L22 during LPS-mediated inflammation. FEBS J..

[15] Naqvi R.A., Gupta M., George A., Naqvi A.R. (2022). MicroRNAs in shaping the resolution phase of inflammation. Semin. Cell Dev. Biol..

[16] Rappl P., Brüne B., Schmid T. (2021). Role of Tristetraprolin in the Resolution of Inflammation. Biology.

[17] Piccirillo C.A., Bjur E., Topisirovic I., Sonenberg N., Larsson O. (2014). Translational control of immune responses: From transcripts to translatomes. Nat. Immunol..

[18] Bosurgi L., Cao Y.G., Cabeza-Cabrerizo M., Tucci A., Hughes L.D., Kong Y., Weinstein J.S., Licona-Limon P., Schmid E.T., Pelorosso F. (2017). Macrophage function in tissue repair and remodeling requires IL-4 or IL-13 with apoptotic cells. Science.

[19] Rappl P., Rösser S., Maul P., Bauer R., Huard A., Schreiber Y., Thomas D., Geisslinger G., Jakobsson P.-J., Weigert A. (2021). Inhibition of mPGES-1 attenuates efficient resolution of acute inflammation by enhancing CX3CL1 expression. Cell Death Dis..

[20] Bartish M., Tong D., Pan Y., Wallerius M., Liu H., Ristau J., Souza Ferreira S., de Wallmann T., van Hoef V., Masvidal L. (2020). MNK2 governs the macrophage antiinflammatory phenotype. Proc. Natl. Acad. Sci. USA.

[21] Knuth A.-K., Huard A., Naeem Z., Rappl P., Bauer R., Mota A.C., Schmid T., Fleming I., Brüne B., Fulda S. (2021). Apoptotic Cells induce Proliferation of Peritoneal Macrophages. Int. J. Mol. Sci..

[22] Young S.K., Wek R.C. (2016). Upstream Open Reading Frames Differentially Regulate Gene-specific Translation in the Integrated Stress Response. J. Biol. Chem..

[23] Da Huang W., Sherman B.T., Lempicki R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[24] Sherman B.T., Hao M., Qiu J., Jiao X., Baseler M.W., Lane H.C., Imamichi T., Chang W. (2022). DAVID: A web server for functional enrichment analysis and functional annotation of gene lists (2021 update). Nucleic Acids Res..

[25] Klann K., Tascher G., Münch C. (2020). Functional Translatome Proteomics Reveal Converging and Dose-Dependent Regulation by mTORC1 and eIF2α. Mol. Cell.

[26] Dufour A., Bellac C.L., Eckhard U., Solis N., Klein T., Kappelhoff R., Fortelny N., Jobin P., Rozmus J., Mark J. (2018). C-terminal truncation of IFN-γ inhibits proinflammatory macrophage responses and is deficient in autoimmune disease. Nat. Commun..

[27] Hautamaki R.D., Kobayashi D.K., Senior R.M., Shapiro S.D. (1997). Requirement for macrophage elastase for cigarette smoke-induced emphysema in mice. Science.

[28] Crick F. (1970). Central dogma of molecular biology. Nature.

[29] Schott J., Reitter S., Philipp J., Haneke K., Schäfer H., Stoecklin G. (2014). Translational regulation of specific mRNAs controls feedback inhibition and survival during macrophage activation. PLoS Genet..

[30] Tebaldi T., Re A., Viero G., Pegoretti I., Passerini A., Blanzieri E., Quattrone A. (2012). Widespread uncoupling between transcriptome and translatome variations after a stimulus in mammalian cells. BMC Genom..

[31] Chaparro V., Leroux L.-P., Masvidal L., Lorent J., Graber T.E., Zimmermann A., Arango Duque G., Descoteaux A., Alain T., Larsson O. (2020). Translational profiling of macrophages infected with Leishmania donovani identifies mTOR- and eIF4A-sensitive immune-related transcripts. PLoS Pathog..

[32] Ashe M.P., de Long S.K., Sachs A.B. (2000). Glucose depletion rapidly inhibits translation initiation in yeast. Mol. Biol. Cell.

[33] Zhang P., McGrath B.C., Reinert J., Olsen D.S., Lei L., Gill S., Wek S.A., Vattem K.M., Wek R.C., Kimball S.R. (2002). The GCN2 eIF2alpha kinase is required for adaptation to amino acid deprivation in mice. Mol. Cell. Biol..

[34] Vattem K.M., Wek R.C. (2004). Reinitiation involving upstream ORFs regulates ATF4 mRNA translation in mammalian cells. Proc. Natl. Acad. Sci. USA.

[35] Han C.Z., Ravichandran K.S. (2011). Metabolic connections during apoptotic cell engulfment. Cell.

[36] Ceppi M., Clavarino G., Gatti E., Schmidt E.K., de Gassart A., Blankenship D., Ogola G., Banchereau J., Chaussabel D., Pierre P. (2009). Ribosomal protein mRNAs are translationally-regulated during human dendritic cells activation by LPS. Immunome Res..

[37] Cockman E., Anderson P., Ivanov P. (2020). TOP mRNPs: Molecular Mechanisms and Principles of Regulation. Biomolecules.

[38] Liu B., Qian S.-B. (2011). Translational regulation in nutrigenomics. Adv. Nutr..

[39] Ma X.M., Blenis J. (2009). Molecular mechanisms of mTOR-mediated translational control. Nat. Rev. Mol. Cell Biol..

[40] Wu L., Fan J., Matsumoto S.I., Watanabe T. (2000). Induction and regulation of matrix metalloproteinase-12 by cytokines and CD40 signaling in monocyte/macrophages. Biochem. Biophys. Res. Commun..

[41] Jost M.M., Ninci E., Meder B., Kempf C., van Royen N., Hua J., Berger B., Hoefer I., Modolell M., Buschmann I. (2003). Divergent effects of GM-CSF and TGFbeta1 on bone marrow-derived macrophage arginase-1 activity, MCP-1 expression, and matrix metalloproteinase-12: A potential role during arteriogenesis. FASEB J..

[42] Shimizu K., Shichiri M., Libby P., Lee R.T., Mitchell R.N. (2004). Th2-predominant inflammation and blockade of IFN-γ signaling induce aneurysms in allografted aortas. J. Clin. Investig..

[43] Mazumder B., Li X., Barik S. (2010). Translation control: A multifaceted regulator of inflammatory response. J. Immunol..

[44] Castrillo A., Joseph S.B., Marathe C., Mangelsdorf D.J., Tontonoz P. (2003). Liver X receptor-dependent repression of matrix metalloproteinase-9 expression in macrophages. J. Biol. Chem..

[45] Shapiro S.D. (1998). Matrix metalloproteinase degradation of extracellular matrix: Biological consequences. Curr. Opin. Cell Biol..

[46] Mouton A.J., Rivera Gonzalez O.J., Kaminski A.R., Moore E.T., Lindsey M.L. (2018). Matrix metalloproteinase-12 as an endogenous resolution promoting factor following myocardial infarction. Pharmacol. Res..

[47] Dean R.A., Cox J.H., Bellac C.L., Doucet A., Starr A.E., Overall C.M. (2008). Macrophage-specific metalloelastase (MMP-12) truncates and inactivates ELR+ CXC chemokines and generates CCL2, -7, -8, and -13 antagonists: Potential role of the macrophage in terminating polymorphonuclear leukocyte influx. Blood.

[48] Murray M.Y., Birkland T.P., Howe J.D., Rowan A.D., Fidock M., Parks W.C., Gavrilovic J. (2013). Macrophage migration and invasion is regulated by MMP10 expression. PLoS ONE.

[49] Nighot M., Ganapathy A.S., Saha K., Suchanec E., Castillo E.F., Gregory A., Shapiro S., Ma T., Nighot P. (2021). Matrix Metalloproteinase MMP-12 Promotes Macrophage Transmigration Across Intestinal Epithelial Tight Junctions and Increases Severity of Experimental Colitis. J. Crohns Colitis.

[50] Valdoz J.C., Johnson B.C., Jacobs D.J., Franks N.A., Dodson E.L., Sanders C., Cribbs C.G., van Ry P.M. (2021). The ECM: To Scaffold, or Not to Scaffold, That Is the Question. Int. J. Mol. Sci..

[51] Kassianidou E., Probst D., Jäger J., Lee S., Roguet A.-L., Schwarz U.S., Kumar S. (2019). Extracellular Matrix Geometry and Initial Adhesive Position Determine Stress Fiber Network Organization during Cell Spreading. Cell Rep..

[52] Estabridis H.M., Jana A., Nain A., Odde D.J. (2018). Cell Migration in 1D and 2D Nanofiber Microenvironments. Ann. Biomed. Eng..

[53] Rübsamen D., Blees J.S., Schulz K., Döring C., Hansmann M.-L., Heide H., Weigert A., Schmid T., Brüne B. (2012). IRES-dependent translation of egr2 is induced under inflammatory conditions. RNA.

[54] Martin M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J..

[55] Langmead B., Salzberg S.L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[56] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[57] Anders S., Pyl P.T., Huber W. (2015). HTSeq—A Python framework to work with high-throughput sequencing data. Bioinformatics.

[58] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[59] Gu Z., Eils R., Schlesner M. (2016). Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics.

[60] Klann K., Münch C. (2020). Instrument Logic Increases Identifications during Multiplexed Translatome Measurements. Anal. Chem..

[61] Schäfer J.A., Bozkurt S., Michaelis J.B., Klann K., Münch C. (2022). Global mitochondrial protein import proteomics reveal distinct regulation by translation and translocation machinery. Mol. Cell.

# Supplementary material for: Mmp12 Is Translationally Regulated in Macrophages during the Course of Inflammation
**Source:** Int J Mol Sci. 2023 Nov 30;24(23):16981. doi: 10.3390/ijms242316981
**Supplement:** Supplementary file 1

## SUPPLEMENTARY INFORMATION

## Supplementary Figures

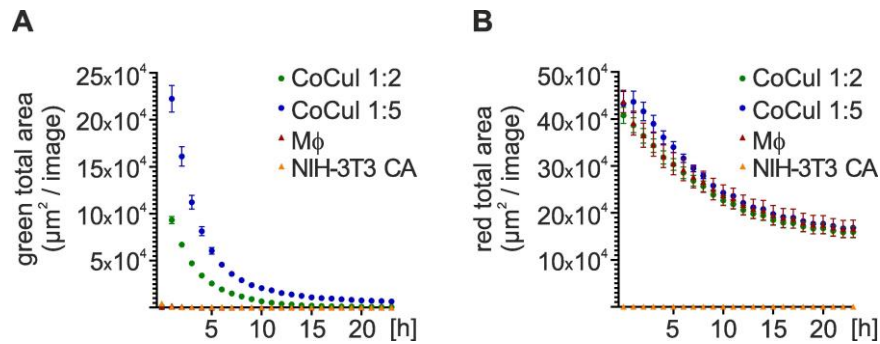

**Figure S1.** Efferocytosis assay of BMDM co-cultured with apoptotic NIH-3T3 CA cells. BMDM were stained with MitoTracker red and apoptotic NIH-3T3 CA cells (after 6 h treatment with 10 nM dimerizer) were stained with pHrodo for 1 h prior to co-culture at a ratio of 1:2 or 1:5. Green (**A**) and red (**B**) cells were measured with Incucyte live cell analysis system for 24 h (n = 3). Data are presented as means ± SEM.

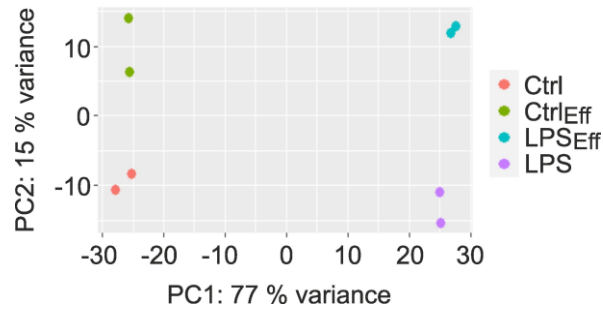

**Figure S2.** Principal component analysis of total RNA-seq data. BMDM were co-cultured with or without apoptotic NIH-3T3 CA cells (Eff) (after 6 h dimerizer treatment) at a ratio of 1:5 for 16 h prior to stimulation with 100 ng/mL LPS and 100 U/mL IFN $\gamma$  for 6 h (LPS). CD45<sup>+</sup> M $\phi$  were purified by MACS-sorting followed by total RNA-seq analysis (n = 2). Principal component analysis of normalized read counts of all genes is shown.

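Each sample has a score on each component, and samples with similar scores have similar values in the genes that weigh most on it. On PC1 of all genes with a mean above 0, the samples without LPS/IFNγ had scores from −107 to −63.8 and those with it from 68.2 to 111. On PC2 the replicate 1 samples lay between −84.1 and −48.4 and the replicate 2 samples between 47.5 and 84.4. On PC3 the naïve samples lay between −82.8 and −16.5 and the efferocytic samples between 45.3 and 67.2.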

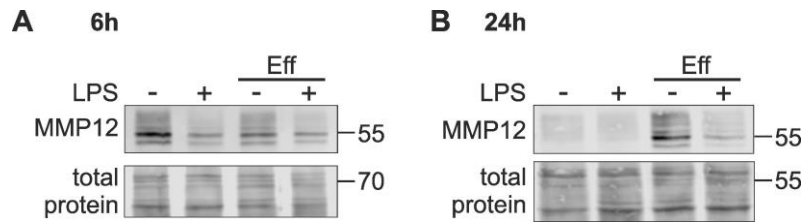

**Figure S3.** MMP12 protein expression in inflammatory M $\phi$ . BMDM were co-cultured with or without apoptotic NIH-3T3 CA cells (Eff) (after 6 h dimerizer treatment) at a ratio of 1:5 for 16 h prior to stimulation with 100 ng/mL LPS and 100 U/mL IFN $\gamma$  for 6 (**A**) or 24 h (**B**) (LPS). For further analyses, CD45<sup>+</sup> M $\phi$  were purified by MACS-sorting. MMP12 protein expression was analyzed by Western blot analysis. Representative blots of at least 5 independent experiments are shown.

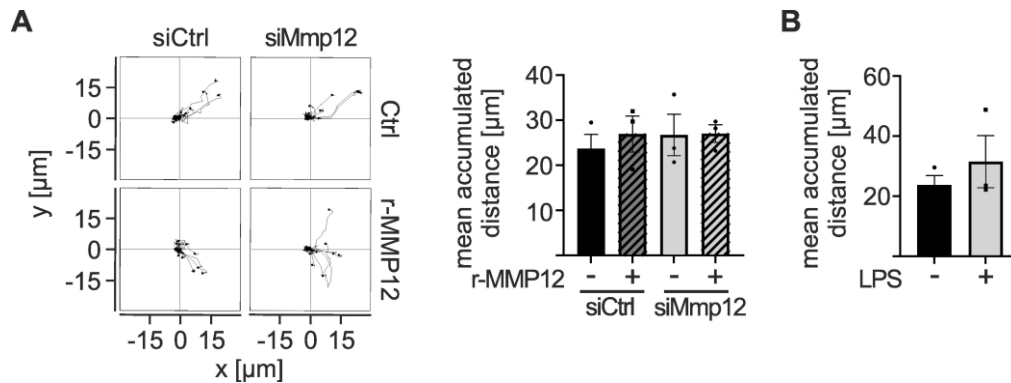

**Figure S4.** M $\phi$  migration on uncoated plates. **(A)** BMDM were transfected with Mmp12 or Ctrl siRNA (20  $\mu$ M) for 48 h and then seeded on uncoated cell culture plates. 24 h after seeding, M $\phi$  were treated with recombinant murine MMP12 (r-MMP12, 50 ng/mL), migration was determined by live cell tracking for 24 h, and quantified using ImageJ manual tracking plugin. Representative tracks for siCtrl and siMmp12 in the presence or absence of r-MMP12 are depicted (*left panel*). Migrated distance of 20 randomly selected cells per field of view were analyzed per replicate (n = 3; *right panel*). **(B)** 24 h after seeding, siCtrl-transfected M $\phi$  on uncoated cell culture plates, were stimulated with 100 ng/mL LPS and 100 U/mL IFN $\gamma$  (LPS) and migration was determined by live cell tracking for 24 h (n = 3). Data are presented as means  $\pm$  SEM and were statistically analyzed using two-way ANOVA with Tukey's multiple comparisons test (A, B) or unpaired t-test (C).

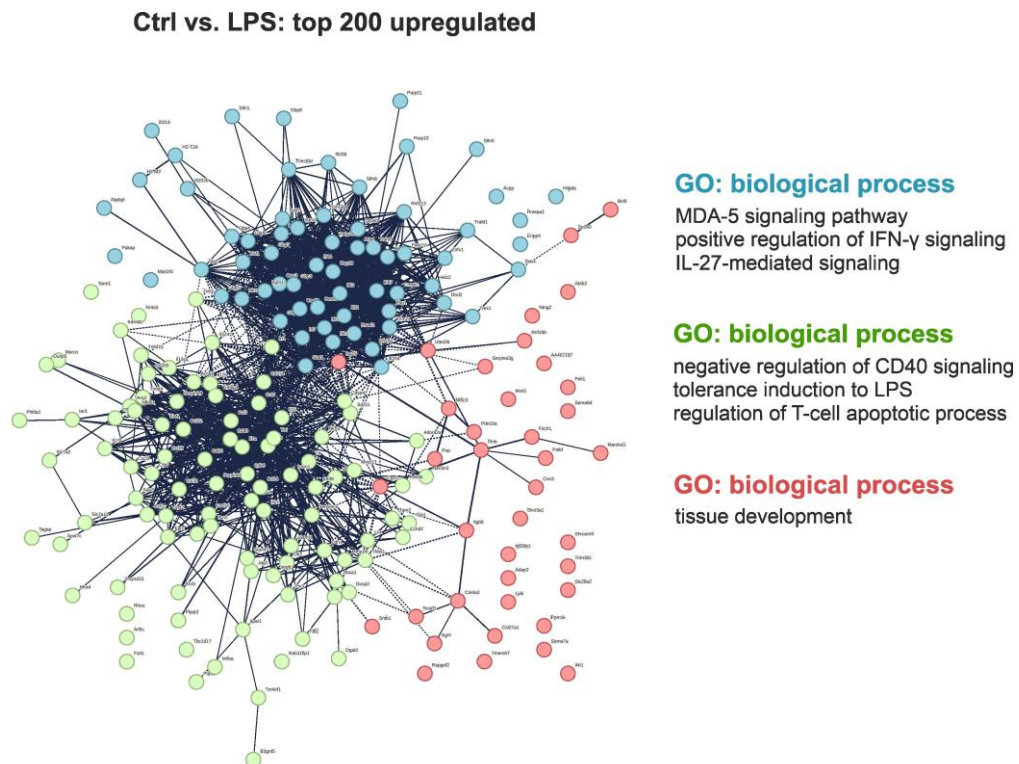

**Figure S5.** String analysis of the top 200 upregulated mRNAs in M $\phi$  stimulated with LPS and IFN $\gamma$  for 6 h.

**Supplementary Tables****Table S7.** Primers.

| <b>primer</b> | <b>forward</b>                 | <b>reverse</b>                 |
|---------------|--------------------------------|--------------------------------|
| Gapdh         | AGG TCG GTG TGA ACG GAT TTG    | TGT AGA CCA TGT AGT TGA GGT CA |
| Il-1 $\beta$  | TGA AAT GCC ACC TTT TGA CA     | AGC TTC TCC ACA GCC AC AAT     |
| Il-6          | TAG TCC TTC CTA CCC CAA TTT CC | TTG GTC CTT AGC CAC TCC TTC    |
| Il-10         | GCT CTT ACT GAC TGG CAT GAG    | CGC AGC TCT AGG AGC ATG TG     |
| Mmp12         | CTG CTC CCA TGA ATG ACA GTG    | AGT TGC TTC TAG CCC AAA GAA    |
| Tbp           | CTG ACC ACT GCA CCG TTG CCA    | GAC TGC AGC AAA TCG CTT GGG A  |

How the deposited data were processed for this re-analysis (not part of the article)

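Gene expression was measured by total RNA sequencing in BMDMs of 4 groups with 2 samples each: Ctrl, LPS, Eff and LPSEff. The authors depleted rRNA, trimmed adapters with cutadapt, removed remaining rRNA reads with bowtie2, mapped to mm39 with STAR and counted reads on genes with htseq-count in its default mode. The values the authors deposited are a signal per gene, the normalized count, which is the read count divided by 1 size factor per sample. The authors used DESeq2 for their comparisons, and the paper's text does not name the annotation release, the versions of the tools, the filter on low counts or the model. The deposited values were not filtered, since 55359 genes are listed and 45925 of them have a mean above 0.

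The smallest nonzero value of each sample was taken as the worth of 1 read. In every sample, 100% of the values were whole multiples of it, which gave the recovered reads (from 3481288 to 12020918 per sample, with a median of 8431112.5) and the size factors (from 0.525 to 1.73). A depth of 3 reads corresponds to 5.71 normalized counts in the shallowest sample. Such floors cover counting error only. Gene names and positions came from GENCODE annotation of GRCm39, in which 54749 of the identifiers were found.

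The main test was limma (version 3.58.1, R 4.3.3) with a trend on log2(normalized count + 1), for the 16309 genes with a mean of at least 10 normalized counts, with the means of the 4 groups in a single fit and 4 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 in a contrast. The 4 contrasts were LPS vs Ctrl, LPSEff vs Eff, Eff vs Ctrl and LPSEff vs LPS, and the difference between both LPS/IFNγ effects was tested as an interaction. The replicate numbers 1 and 2 come from the sample names, and neither the labels nor the paper say that same-numbered samples share a preparation, so that the number was left out of the main design and used as a block in an alternative (3 residual degrees of freedom). Gene lists for 9 processes or cell types were written from general knowledge before the data were examined and tested with limma's camera (inter-gene correlation 0.01, two-sided), with adjustment over the 9 lists of a contrast. An exact permutation of 2 against 2 samples cannot go below p = 0.333, so that all p-values given rest on the spread that limma, edgeR or DESeq2 shares across genes. A list passed where its p was under 0.05 before adjustment. All listed genes were found in the file, and 90.4% to 100% of each list were tested. Gene sets for 3 terms were taken from Table S2 afterwards and adjusted over these 3. The hallmark sets and GO terms themselves were not used here. Principal components were computed from all genes with a mean above 0, and k-means used 4 clusters and 50 starts. Table S1 and Table S6 were given in part, with 1999 and 1998 rows that could be read.

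Genes named in the text are those the paper names, the 5 largest rises and the 5 largest falls per contrast among called genes whose groups do not overlap, and the 5 largest called changes of a list's members. A fold change is not given where both samples of a group had at most 3 reads.

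Alternatives set before the data were examined were pseudocounts of 0.5 and 5, genes with a mean above 0 or of at least 50, only the groups compared in the fit, the replicate block, quantile normalization, samples rescaled to equal totals, edgeR (version 4.0.16) with TMM and DESeq2 (version 1.42.0) on the recovered reads, fry in place of camera, and leaving out each replicate in turn. Count tests with the replicate block, DESeq2 without a filter, tests over all contrasts together and clustering of the genes called with the block were added after the values had been seen, as were fry with the replicate block, the tests of lists for a difference between contexts and the gene sets of Table S2.

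The tests were checked on simulated counts drawn with the samples' means and depths. Each gene was drawn independently with a dispersion of 0.03, and no shift between replicate numbers was simulated. The shares below hold for that setting and need not hold for the real samples, where same-numbered samples deviated together. Of 194 changed genes among 16083, limma recovered 136 (70.1%), with 93.7% of those changed 4-fold and 47.5% of those changed 2-fold, and 13 of its calls (8.72%) were false. With the replicate block it also recovered 136, edgeR recovered 133 and DESeq2 121. A simulated list of 50 raised genes had a camera p of 1.73e-13, and 0 of 100 unchanged lists passed 0.05. Since the simulated genes did not vary together, this does not show how often camera passes unchanged lists of co-regulated genes. K-means put 100% of 400 simulated genes into the planted clusters. The polysome, RT-qPCR and migration experiments have no values among these files and were not analysed here. Of the proteomic experiment, only the paper's own de novo protein values in Table S6 were used, and no new test was made on them.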

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

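The comparison of the fibroblast genes with random lists was chosen before the data were examined. The other tests in this part, and the comparison of the lists between naïve and stimulated Mϕ, were chosen only after the result was seen.

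A list of genes expressed in fibroblasts, which the paper does not discuss, was higher in efferocytic than in naïve Mϕ. Over its 47 tested genes, the mean log2 fold change was 2.45 in Eff vs Ctrl (41 genes higher, camera adjusted p = 7.74e-39 over 9 lists, and 2.73e-36 with the replicate block) and 2.28 in LPSEff vs LPS (41 higher, adjusted p = 1.27e-21, and 1.54e-20 with the block). Fry gave an adjusted p of 0.0554 and 0.0744 (0.0646 and 0.076 with the block), and 0.00615 and 0.00826 before adjustment. By replicate, the mean was 2.03 and 2.88 without and 2.20 and 2.37 with LPS/IFNγ. Col3a1, for example, rose from 4.22 ± 0.58 (SD, n = 2) normalized counts in Ctrl to 179.8 ± 118 in Eff (log2 fold change 4.95, adjusted p = 0.0402 from limma), and from 3.74 ± 3.85 in LPS to 297 ± 57.3 in LPSEff (6.25, adjusted p = 0.014). Of the genes called higher, 10 of 35 in Eff and 14 of 119 in LPSEff were on the list, and 27 of 277 and 23 of 704 with the replicate block. These counts cover the list's members only and not other genes that fibroblasts may express. A candidate explanation is RNA of the NIH-3T3 fibroblasts, taken up by the Mϕ or carried along in the sort. In both contrasts, the list stood above all of 10000 random lists of the same size and mean expression (percentile 100, with the highest random lists at 0.46 and 0.56), as that explanation predicts. In Eff vs Ctrl, GC content and transcript length predict a shift of 0.116 of the list's statistics against all others, where 5.64 was seen. They account for 2.66% of the variance of these statistics, so that regressing them out can change little. The camera p after that was 4.76e-74 in the fit with the replicate block. Depth does not account for the rise, with a camera p of 1.73e-37 after all libraries were thinned to 3481288 reads. The list's mean lay between 2.02 and 2.76 in Eff vs Ctrl over the alternatives tried. A list of macrophage genes changed by −0.030 and 0.086 (adjusted p = 0.66 and 0.253 from limma's camera). The list is not free of Mϕ signal, since it also rose by 1.44 in LPS vs Ctrl (44 of 47 higher, adjusted p = 2.78e-07 from limma's camera), where no apoptotic cells were present, and its genes took 0.118% and 0.13% of the reads in Ctrl, 0.321% and 0.263% in LPS, 0.143% and 0.227% in Eff, and 0.391% and 0.353% in LPSEff. No library of the fibroblasts alone exists among the samples. Fibroblast RNA and expression of these genes by efferocytic Mϕ themselves therefore cannot be told apart here.

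The interferon response list fell with efferocytosis without stimulation and not with it. The mean log2 fold change was −0.43 in Eff vs Ctrl (70 of 79 genes lower; −0.31 and −0.56 in replicates 1 and 2) and −0.10 in LPSEff vs LPS (45 lower; 0.06 and −0.26). The difference of 0.33 had an adjusted p of 9.68e-09 in camera, and 2.13e-10 with the replicate block. Scaling of the samples does not account for it (highest camera p of 3.05e-10 with quantile normalization or equal totals), nor does depth (camera p of 9.07e-09 after thinning). GC content and transcript length account for 0.777% of the variance of the statistics for such differences in the fit with the block, so that regressing them out can change little for this and the next 3 lists. They predict a shift of −0.013 of the list's statistics against all others, where 1.25 was seen, and the camera p without them was 1.92e-12. Dilution of Mϕ RNA by fibroblast RNA would lower macrophage genes alike, but the macrophage list changed by −0.030 in Eff vs Ctrl. In fry, which rotates the samples and so allows for genes that vary together, p was 0.145. That test leaves out the pairing by replicate number, and with the number as a block fry gave 0.164, with 3 residual degrees of freedom. Between same-numbered samples the list's change was higher with than without stimulation in both replicates. With so few samples, joint variation of co-regulated genes is not excluded, and no biological explanation is proposed.

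The ncRNA processing list rose with efferocytosis more with than without LPS/IFNγ, with means of 0.43 in LPSEff vs LPS (66 of 75 genes higher; 0.39 and 0.48 in replicates 1 and 2) and 0.21 in Eff vs Ctrl (66 higher; 0.32 and 0.09). The difference was 0.23 (camera adjusted p = 1.72e-05, and 8.83e-05 with the block). It kept a camera p of 0.00025 at the highest under other scalings and 1.09e-05 after thinning. GC content and transcript length predict a shift of −0.012 of its statistics, where 0.773 was seen, and the camera p hardly moved without them, from 1.96e-05 to 1.77e-05 in the fit with the block, while fry gave 0.267, and 0.265 with the block. Joint variation of the list's genes between samples thus remains a possible explanation.

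The lysosome list rose by 0.14 in LPSEff vs LPS (0.16 and 0.12 by replicate) and changed by −0.04 in Eff vs Ctrl (−0.07 and −0.02), a difference of 0.18 with 55 of 68 genes in that direction (camera adjusted p = 0.000958, and 0.000216 with the block). The camera p was at most 0.000542 under other scalings and 0.000888 after thinning. Without GC content and transcript length, which predict a shift of −0.022 where 0.721 was seen, it went from 7.2e-05 to 7.68e-05 in the fit with the block. Fry gave 0.373, and 0.163 with the block. Joint variation of these genes between samples is therefore not excluded as an explanation of this difference either.

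The unfolded protein response list rose by 0.18 in LPSEff vs LPS and 0.04 in Eff vs Ctrl, a difference of 0.14 with 73 of 112 genes in that direction (camera adjusted p = 0.0462, and 0.0359 with the block). It stayed at a camera p of 0.0463 or less under other scalings, and at 0.00971 without GC content and transcript length, which predict a shift of −0.023 where 0.403 was seen. After thinning p was 0.069, and in fry 0.205 (0.0718 with the block), so that neither a difference in depth nor joint variation of the genes can be set aside as an explanation of this difference, which is the smallest of the 4.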

How the results depend on the processing

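Unless a sentence says that an alternative was chosen after the data had been seen, it was set before the data were examined. The values with the deposited normalization, without the block, stand beside each claim. The cause was not tested for any of the changes below unless a value is given for it.

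The replicate number as a block raised the counts of called genes in each contrast. It gave 6717 genes for LPS vs Ctrl, 6033 for LPSEff vs Eff, 436 for Eff vs Ctrl, 1137 for LPSEff vs LPS and 8086 in any contrast. Higher in both efferocytosis contrasts were 205 genes and lower 69, and with LPS/IFNγ 2519 were higher and 2460 lower in both. The genes called without the block (3910, 3213, 41, 126 and 4505) were all among those called with it. Of all tested genes, 3829 differed between the replicate numbers, which shows what the block takes out. Count tests with the block, chosen after the data had been seen, gave similar counts. With edgeR these were 6663, 6314, 429, 1233 and 8181, with 218 and 75 genes higher and lower in both efferocytosis contrasts and 2690 and 2388 in both LPS/IFNγ contrasts. With DESeq2, they were 5615, 5290, 515, 1072 and 6933, then 232 and 89, and 2368 and 1918. DESeq2 with the block also called 29 genes for the difference between the LPS/IFNγ effects, where limma called 0 (311 at an unadjusted p under 0.05, and 1052 with the block). Over all contrasts together, also chosen afterwards, the limma F-test called 4379 genes without and 8016 with the block, the DESeq2 likelihood ratio test 4692 and 7072, and DESeq2 with the block without a filter 6880.

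Efferocytosis calls depended on the test and the filter. Eff vs Ctrl had 41 genes in the test at the claim, but 79 with all genes with a mean above 0, 20 with a mean of at least 50, 9 with only the groups compared, 14 with edgeR and 207 with DESeq2 (175 without a filter, chosen afterwards). LPSEff vs LPS had 126 genes, but 66 with only the groups compared and 368 with DESeq2 (310 without a filter). The 25 genes higher in both contrasts became 47 with a mean above 0, 11 with a mean of at least 50, 6 with only the groups compared, 11 with edgeR and 123 with DESeq2 (113 without a filter). The 2 genes lower in both became 1 with a pseudocount of 0.5, with a mean above 0, with quantile normalization, with equal totals and with edgeR, 0 with only the groups compared (where 1033 and 1298 genes had an unadjusted p under 0.05 in the contrasts), and 12 with DESeq2 (5 without a filter). All 41 and 126 genes were among those DESeq2 called.

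Rescaling the samples to equal totals moved the median log2 fold change to −0.40 in LPS vs Ctrl and −0.44 in LPSEff vs Eff, since the normalized counts sum to more with LPS/IFNγ. It gave 5578 genes for LPSEff vs Eff (1216 higher, 4362 lower, against 1753 and 1460), 5735 for LPS vs Ctrl (1420 and 4315, against 2015 and 1895), 6795 in any contrast and 3549 lower in both LPS/IFNγ contrasts. Quantile normalization moved the medians to −0.09 and −0.10 and gave 1640 higher and 2100 lower genes in LPSEff vs Eff. Whether most genes fall or the same number rise and fall with LPS/IFNγ thus depends on the scaling. With equal totals the change of Mmp12 with LPS/IFNγ became −0.26 in naïve and −0.24 in efferocytic Mϕ, and with quantile normalization −0.46 and −0.36. Sh3pxd2b reversed to −0.63 with quantile normalization and −0.29 with equal totals, and Rps12 to −0.19 with equal totals. The values with equal totals follow from the shift of all genes in that setting and lie above the median gene there. Ldha, near 0 in LPS vs Ctrl, reversed to 0.086 in edgeR, 0.087 in DESeq2, 0.0054 in DESeq2 with the block and 0.038 in DESeq2 without a filter. Dbi reversed to 0.018 in edgeR, 0.030 in DESeq2, and 0.016 and 0.020 in these with the block. None of these reversed values passed the threshold.

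Genes beyond 2-fold, counted without a test, rose from 4402, 3868, 1045 and 1267 to 10360, 8047, 5169 and 6054 with all genes with a mean above 0, where 45925 genes in place of 16309 were compared. With a mean of at least 50 they were 2861 in LPS vs Ctrl, 354 in Eff vs Ctrl and 495 in LPSEff vs LPS, and 651 in Eff vs Ctrl with a pseudocount of 5. With a replicate left out, they were 1376 to 1820 in Eff vs Ctrl and 1575 to 2463 in LPSEff vs LPS.

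The share of variance on PC1 (34.0%) was 71.3% with the 500 genes of highest variance, 57.8% with a mean of at least 10, 50.6% with a pseudocount of 5 and 26.5% with unit variance, and that on PC2 (19.6%) was 18.0%, 16.7% and 17.3% in the first 3 of these. With a replicate left out, PC1 held 34.1% to 37.9% and PC2 20.5% to 22.6%. K-means without the log gave 2142 genes in cluster II and 1075 in cluster III, and the DESeq2 calls gave 2020 and 1344. Clustering all genes with a mean of at least 10 gave 3279, 5185, 4584 and 3261 genes in clusters I to IV, and the calls with the block, chosen afterwards, gave 1255, 2045 and 1863 in clusters I, II and IV. With the block, the mean efferocytosis effects of clusters II and IV were 0.313 and −0.317, the reverse in sign of those at the claim (−0.268 and 0.489). The correlation of the LPS/IFNγ effects (0.950) was 0.890 over all tested genes. The SD of the RNA changes between LPS and LPSEff (0.44) was 0.45 to 0.55 with a replicate left out.

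The means of the gene lists kept their sign in the alternatives run on them, but not all stayed on their side of the threshold, a p under 0.05 before adjustment over the lists. No replicate was left out for the lists. Between same-numbered samples, the macrophage list changed by −0.068 and 0.0069 in Eff vs Ctrl, so that its sign is not settled. In fry, the lysosome list in LPSEff vs LPS (0.14, fry p of 0.360), the TGFβ signaling list in Eff vs Ctrl (0.21) and the unfolded protein response list in LPSEff vs LPS (0.18, fry p of 0.0866) no longer passed, nor did the differences between contexts of the lysosome (0.18), unfolded protein response (0.14), ncRNA processing (0.23) and interferon response (0.33) lists. In fry with the replicate block, chosen after the data had been seen, the same results failed apart from the unfolded protein response list in LPSEff vs LPS, which passed (fry p of 0.0171). The TGFβ signaling list in Eff vs Ctrl also failed with all genes with a mean above 0 (0.20) and without fibroblast genes (0.14). Its p in LPSEff vs LPS lay between 0.0563 and 0.573. The macrophage list in LPSEff vs LPS passed in DESeq2 without a filter (0.071). The Table S2 genes for vacuole organization passed in fry with and without the block (0.050 in Eff vs Ctrl, 0.087 in LPSEff vs LPS), and in LPSEff vs LPS with all genes with a mean above 0 (0.087) and in DESeq2 without a filter (0.088). Those for autophagy in LPSEff vs LPS (0.11) failed with only the groups compared (0.11), with equal totals (0.077), in DESeq2 (0.10) and in fry (0.11). Those for TOR signaling passed in Eff vs Ctrl with quantile normalization (0.11), and in LPSEff vs LPS (0.15) with the block, with all genes with a mean above 0 and in fry (0.15 each), and in edgeR with the block and DESeq2 without a filter (0.15 each). The DNA replication, ncRNA processing and interferon response lists in both LPS/IFNγ contrasts and the fibroblast list in both efferocytosis contrasts kept sign and threshold in all alternatives run on them.

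Among single genes named in the text, 953 values under alternatives kept direction and threshold, 32 lost significance, 26 gained it and 11 reversed, which are those of Sh3pxd2b, Rps12, Ldha and Dbi above. The 4 reversals of Mmp12 come in addition. Of the losses, 15 came with only the groups compared in the fit, 8 with edgeR and 6 with a mean of at least 50. With a replicate left out, 314 of their values moved by less than the spread between replicates and 2 by more. No p-value is given there, since a group is left with 1 sample. With 2 samples in a group, leaving 1 out moves the group's mean by less than the SD of the 2. That split was therefore nearly fixed beforehand and says nothing about how stable the values are.

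With 2 samples per group, limma recovered 47.5% of the simulated genes changed 2-fold and 93.7% of those changed 4-fold. Many small changes were thus missed even there, where genes were independent and had a dispersion of 0.03. The shares in the real samples are not known. The shallowest sample, Ctrl replicate 1, has 3481288 reads, at which genes with few reads cannot be told from 0.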

Differences from the paper's values

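PC1 held 34.0% of the variance, against the paper's 77%. Among the alternatives set before the data were examined, the 500 genes with the highest variance (71.3%) and the genes with a mean of at least 10 (57.8%) came within 1.5 times of the paper's value. A pseudocount of 5 (50.6%), unit variance (26.5%) and leaving out a replicate (34.1% to 37.9%) did not.

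In any contrast, 4505 genes were called, against the paper's 9589. The replicate block (8086) and the samples rescaled to equal totals (6795) came within 1.5 times of it, and the other alternatives set before the data were examined, from 3640 to 4914, did not. With the replicate block, edgeR (8181), the limma F-test (8016), the DESeq2 likelihood ratio test (7072) and DESeq2 with a filter (6933) and without (6880) also did, but these were chosen after seeing the values. Without the block, the DESeq2 test of single contrasts called 4767. The limma F-test (4379), the DESeq2 likelihood ratio test (4692) and DESeq2 without a filter (4395), also chosen after seeing the values, did not come that near without it. Of the 1999 rows of Table S1 that could be read, only 431 have a paper's adjusted p under 0.05 in any contrast. The paper's 9589 may thus not be a count at that threshold, and nearness to it does not show which model was used. The paper's cluster sizes below rest on the same listing.

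Cluster I held 316 genes, against the paper's 1954. None of the alternatives set before the data were examined came within 1.5 times of it (272 to 3279), nor did clustering the genes called with the block, chosen after seeing the values (1255).

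Cluster II held 1229 genes, against the paper's 3163. With z-scores without the log it held 2142, within 1.5 times of the paper's value. The clusters are split in another way there. At the claim, clusters II and IV (921 genes) both fall with LPS/IFNγ (mean effects of −1.70 and −1.64 z-score units), while without the log cluster IV rises (1.57) and II alone falls. The DESeq2 calls (2020, where cluster IV also rises, by 1.59) and all genes with a mean of at least 10 (5185) did not come that near. Nor did the genes called with the block (2045), chosen after seeing the values. With the block, cluster II has a mean efferocytosis effect of 0.313, against −0.268 at the claim, so that the sizes belong to different patterns.

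In the paper, efferocytosis appeared to account for PC2. Here 94.8% of PC2 lay between the replicate numbers and 87.1% of PC3 between naïve and efferocytic Mϕ, while with the 500 genes of highest variance 96.3% of PC2 lay between naïve and efferocytic Mϕ.

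The paper describes cluster I as enriched for autophagy and vacuole organization. The autophagy list changed by −0.05 in Eff vs Ctrl and 0.08 in LPSEff vs LPS (camera adjusted p = 0.542 and 0.397), and passed in no setting. The lysosome list passed in LPSEff vs LPS (0.14, camera adjusted p = 0.0144). Of the paper's own genes in Table S2, those for vacuole organization did not pass in the test at the claim (0.205 and 0.105 before adjustment) but passed in fry (0.0257 and 0.00752), and in LPSEff vs LPS also with all genes with a mean above 0 (0.0498). After seeing the values, DESeq2 without a filter was added, where they passed in LPSEff vs LPS (0.0217). In fry with the block, also added then, they passed in both contrasts before adjustment (0.04997 and 0.017) and in neither after it (0.1499 and 0.0509). The paper's genes for autophagy passed in LPSEff vs LPS before adjustment over the 3 sets (0.0312) and not after it (0.0924).

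The paper describes the hallmark for TGFβ signaling as enriched with efferocytosis under LPS/IFNγ. It used GSEA, which scores another statistic, on another gene set and at looser limits for p and FDR than the 0.05 used here. The results below are therefore not a test of that enrichment at a like criterion. The list used here had a mean log2 fold change of 0.18 and a median of −0.01 in LPSEff vs LPS (camera adjusted p = 0.397), and no setting gave a p under 0.05 even before adjustment (lowest 0.0563). It passed in Eff vs Ctrl before adjustment over the lists (0.21, camera p of 0.0284, adjusted p = 0.0511).

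The paper describes mTOR signaling as enriched among mRNAs raised by efferocytosis. Its own genes for TOR signaling in Table S2 had adjusted p = 0.248 in Eff vs Ctrl and 0.0924 in LPSEff vs LPS in limma's camera. Before adjustment, they passed in Eff vs Ctrl with quantile normalization (0.0494), and in LPSEff vs LPS with all genes with a mean above 0 (0.0259), in fry (0.0355) and with the replicate block (0.04997). They also passed there in edgeR with the block (0.0454) and DESeq2 without a filter (0.0109), and did not in fry with the block (0.0571), which were chosen after seeing the values.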

Other observations

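The tests of whether fibroblast RNA accounts for the TGFβ signaling and unfolded protein response lists were chosen before the data were examined. The other tests in this part were chosen only after the result was seen.

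Samples with the same replicate number deviated together, with a mean correlation of 0.509 over the 6 pairs of groups. The labels name no batch. A difference in depth does not explain it, since the correlation was 0.396 after thinning all libraries to the same number of reads, nor do GC content and transcript length, with 0.47 after both were regressed out of each library. A shared preparation of same-numbered samples is a possible explanation that the labels cannot settle, and no biological explanation was tested.

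If RNA of the fibroblasts raised the TGFβ signaling and unfolded protein response lists in LPSEff vs LPS, the rise should be lost without members on the fibroblast list or with a mean under 10 normalized counts in Ctrl and LPS. For the TGFβ signaling list, the p without them was 0.528, but the full list did not pass either (0.358 in camera), so that nothing follows. The unfolded protein response list had a mean of 0.16 (camera p of 0.00798) without them, but only 1 of its 112 genes had been left out, so that this does not test the explanation. Whether fibroblast RNA adds to its rise stays open.

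Of 1999 rows of Table S1 that could be read, by the paper's own adjusted p-values 431 (21.6%) have a value under 0.05 in any contrast and 1568 have none. Of the listed genes, 662 were called here and 1167 with the replicate block. Table S1 may list protein-coding genes by their expression. In the part of the alphabet read, it lists 96.7% of the 1342 protein-coding genes with a mean of at least 200 normalized counts and 0.452% of the 1548 with a mean under 10, as this explanation predicts. The table's column of log2 fold changes for Eff vs LPSEff has a correlation of −1 with its column for LPS vs LPSEff, and 0.0316 with the difference of the values the table lists for Eff and LPSEff.

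The cytokines that the paper measured by RT-qPCR were also present in the RNA-seq samples. Il6 had 9337 ± 1749 (SD, n = 2) normalized counts in LPS and 6383 ± 457 in LPSEff (log2 fold change −0.54, adjusted p = 0.513 from limma, and 0.163 with the replicate block). Il1b had 39815 ± 13718 and 36455 ± 1473 (−0.08, adjusted p = 0.968, and 0.826 with the block). Il10 had 27.7 ± 24.8 and 146 ± 102 (2.49, adjusted p = 0.396, and 0.0232 with the block) and at most 3 reads in each sample without LPS/IFNγ. In Eff vs Ctrl, Il6 changed by 0.58 (adjusted p = 0.782) and Il1b by 0.39 (adjusted p = 0.999). Tbp, to which the paper normalized its RT-qPCR, changed by 0.07 in Eff vs Ctrl (adjusted p = 0.999 from limma). Gapdh, which the paper used as a comparison mRNA in the polysome fractions, changed by 0.95 (adjusted p = 0.689). Gapdh has near-identical pseudogene copies, so its counts are uncertain.

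Mmp13 rose with LPS/IFNγ from 814 ± 454 to 11081 ± 3164 normalized counts in naïve Mϕ (log2 fold change 3.86, adjusted p = 0.000371 from limma). Mmp9 had 21.1 ± 5.24 normalized counts in Ctrl, 49.6 ± 21.3 in LPS, 55.1 ± 10.1 in Eff and 271 ± 39.9 in LPSEff. Its log2 fold change from limma was 1.15 in LPS vs Ctrl (adjusted p = 0.0544, and 0.00925 with the block) and 2.28 in LPSEff vs Eff (adjusted p = 0.00389, and 0.000145 with the block). With efferocytosis, it was 1.36 in Eff vs Ctrl (adjusted p = 0.37, and 0.0376 with the block) and 2.49 in LPSEff vs LPS (adjusted p = 0.0319, and 0.000869 with the block).

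Xist was detected beside the Y-linked gene Ddx3y in every sample. Xist had 632 ± 43.6 normalized counts in LPS and 294 ± 33.3 in LPSEff (log2 fold change −1.11, adjusted p = 0.0889 from limma, and 0.00504 with the block), and Ddx3y 233 ± 3.45 and 247 ± 45.2 (0.07, adjusted p = 0.96). Xist was also higher in LPS than in Ctrl, where it had 395 ± 74.6 (0.69, adjusted p = 0.0578, and 0.0094 with the block), and changed by −0.22 in Eff vs Ctrl (adjusted p = 0.999) and −0.19 in LPSEff vs Eff (adjusted p = 0.612), so that the LPS group stands apart from the other 3.

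Scd1, a fatty acid desaturase gene, had 721 ± 47.0 normalized counts in Ctrl and 176 ± 14.0 in Eff (log2 fold change −2.03, adjusted p = 0.0125 from limma, and 0.000192 with the block). The 29 genes that DESeq2 with the replicate block called for a difference between the LPS/IFNγ effects, an alternative chosen after the data had been seen, were 20 with a higher and 9 with a lower effect in efferocytic Mϕ, and 3 of them were on the fibroblast list.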
